# Self-patterning of human stem cells into post-implantation lineages

**DOI:** 10.1038/s41586-023-06354-4

**Published:** 2023-06-27

**Authors:** Monique Pedroza, Seher Ipek Gassaloglu, Nicolas Dias, Liangwen Zhong, Tien-Chi Jason Hou, Helene Kretzmer, Zachary D. Smith, Berna Sozen

**Keywords:** Embryology, Embryonic stem cells, Cell signalling, Differentiation

## Abstract

Investigating human development is a substantial scientific challenge due to the technical and ethical limitations of working with embryonic samples. In the face of these difficulties, stem cells have provided an alternative to experimentally model inaccessible stages of human development in vitro^1–13^. Here we show that human pluripotent stem cells can be triggered to self-organize into three-dimensional structures that recapitulate some key spatiotemporal events of early human post-implantation embryonic development. Our system reproducibly captures spontaneous differentiation and co-development of embryonic epiblast-like and extra-embryonic hypoblast-like lineages, establishes key signalling hubs with secreted modulators and undergoes symmetry breaking-like events. Single-cell transcriptomics confirms differentiation into diverse cell states of the perigastrulating human embryo^14,15^ without establishing placental cell types, including signatures of post-implantation epiblast, amniotic ectoderm, primitive streak, mesoderm, early extra-embryonic endoderm, as well as initial yolk sac induction. Collectively, our system captures key features of human embryonic development spanning from Carnegie stage^16^ 4–7, offering a reproducible, tractable and scalable experimental platform to understand the basic cellular and molecular mechanisms that underlie human development, including new opportunities to dissect congenital pathologies with high throughput.

## Abstract (web summary)

Human pluripotent stem cells can be triggered to self-organize into structures recapitulating early human post-implantation embryonic development.

## Main

The entire human body emerges from a cluster of pluripotent embryonic cells that form in the first week of life, and their proper development depends on support from the peripheral extra-embryonic tissues to transport nutrients and supply patterning-associated morphogens. Limited accessibility and ethical restrictions have substantially impeded our ability to investigate human development, creating gaps between what can be learned from model organisms with species-specific differences in developmental timing, differentiation and spatial geometry. Recently, increasingly sophisticated in vitro stem cell models of human embryogenesis have provided more tractable opportunities to understand the complex biological processes that govern fetal viability and long-term health^1–13^. Although valuable models for post-implantation human development exist^1–7^, most still lack extra-embryonic lineages and cell types despite their integral role in establishing the human body plan in vivo. Here we present a new integrative system that captures essential tissue interactions between the early embryonic epiblast and extra-embryonic hypoblast lineages from an initially pluripotent population and spans critical periods of early human post-implantation development. This system facilitates the efficient self-organization into complex 3D structures that proceed through the initial patterning of amniotic-like and primitive streak-like lineages. This strategy serves as a robust experimental method to investigate multiple critical and human-specific features of development across spatial and temporal scales, including how diverse and differentiating cell types interface to support synchronized patterning of post-implantation human embryo development.

## Reproducible 3D assembly of human pluripotent stem cells

The ability to model hidden aspects of human development in vitro brings new opportunities to advance human-specific biology and biomedical research. Here we used human pluripotent stem (hPS) cells maintained under conditions that support intermediate pluripotency states between ground and primed pluripotency (RSeT^17^, EP^18^ and partially capacitated PXGL^19^; see Methods). These hPS cells were aggregated in 3D and exposed to ‘spontaneous differentiation medium’ (SDM, see Methods) formulated for this study that provides minimal growth factor support (Fig. 1a). Within 48 h, the hPS cells self-organized into structures with bifurcation into distinct SOX2^+^ and SOX17^+^, FOXA2^+^ or GATA3^+^ cell types (Fig. 1b and Extended Data Fig. 1a,b). This initial lineage segregation resembled the epiblast–hypoblast patterning of implanting-stage human embryos (Fig. 1b–d). Conversely, hPS cells maintained under conventional primed pluripotency conditions (mTeSR) did not yield organized structures (Extended Data Fig. 1a,b).

**Fig. 1:**
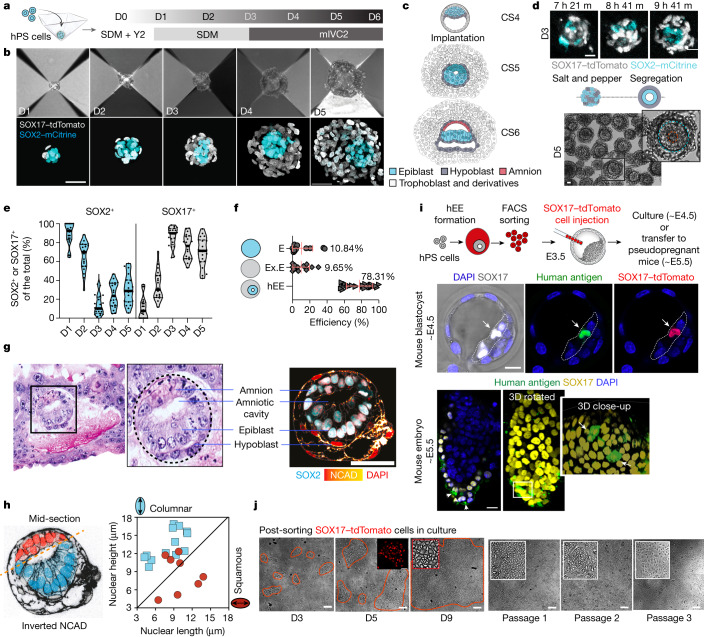
hEEs reproducibly model post-implantation-like lineage bifurcation. **a**, Schematic of hEE generation. SDM, spontaneous differentiation medium. SDM, spontaneous differentiation media. Y2, Y27632. mIVC2, modified in vitro culture 2 media. **b**, Time-course development of hEEs. Scale bar, 50 µm. *n* = 11, 6 and 7 independent experiments from RUES2, H9 and ESI017 hPS cells, respectively. **c**, Schematic of human embryo development at the indicated Carnegie stages (CS). **d**, Sampled frames from a timelapse movie of hEE organization (top). *n* = 30 structures; *n* = 3 independent experiments. Scale bar, 20 µm. Phase-contrast image of D5 hEEs (bottom). The inset image highlights the inner cavity (red circle), epiblast-like (blue circle) and hypoblast-like (white circle) compartments. *n* ≥ 30 independent experiments. Scale bar, 20 µm. **e**, Percentage of SOX2^+^ and SOX17^+^ cells in hEEs. *n* = 20 structures per timepoint. Each dot represents one structure. The plot shows the median (thick solid line) and quartiles (thin dotted line). **f**, hEE efficiency versus aggregates comprising a single compartment (embryonic-like (E) and extra-embryonic-like (Ex.E)). Plots show mean ± s.d. *n* = 1,764 structures from D4 and D5. *n* = 24 independent experiments for hEE and 13 independent experiments for embryonic-like only and extra-embryonic-like only (for the noted genetic background variation, see Supplementary Table 2). **g**, Histological section of a CS5b stage in vivo human embryo (left; obtained from the Virtual Human Embryo project) compared with an in vitro hEE at D5 (right). Scale bar, 50 µm. *n* = 9 independent experiments. **h**, Same structure as panel **g** but with inverted and enhanced N-cadherin (NCAD) intensity for better clarity (left). An ozone graph of nuclear length and height of presumptive amnion-like (red) and epiblast-like (blue) cells is also shown (right). **i**, Chimeric integration of hEE-derived SOX17–tdTomato cells into primitive (top) or visceral endoderm (bottom) of mouse E4.5 blastocysts or E5.5 embryos. *n* = 15/54 blastocysts and 4/10 E5.5 embryos. *n* = 2 independent experiments. Scale bars, 20 µm. The arrows indicate the successful integration of human SOX17-TdTomato cells into the mouse primitive or visceral endoderm. **j**, Expansion of SOX17–tdTomato cells in 2D culture, which were sorted from D3 or D4 hEEs. The red lines outline cell colonies, which are also shown in the zoomed-in images. *n* = 3 independent experiments. Scale bars, 200 µm. Illustrations in **a**,**c**,**i**, credit: A.L. Cox. The embryo section in **g**, courtesy of the Virtual Human Embryo. Source Data

After 72 h, we exchanged medium into a ‘modified in vitro culture 2 medium’ (see Methods) previously reported for human post-implantation embryos^15^ (Fig. 1a). Under this optimized condition, aggregates acquired a spheroid morphology comprising an acentrically positioned inner epiblast-like and an outer extra-embryonic hypoblast-like compartment (Fig. 1b–e and Extended Data Fig. 1c,d). Compared with ex vivo cultured human embryos^15^, the rate of cell proliferation was similar for human epiblast-like cells but somewhat higher for the hypoblast-like lineage (Fig. 1e, Extended Data Fig. 1d and Supplementary Table 1).

hPS cells bifurcate into structured SOX2^+^ and SOX17^+^ compartments consistently, with an average efficiency of 78.31% of aggregates showing these features across experimental trials and cell lines (Fig. 1f and Supplementary Table 2). Of note, hPS cells maintained under naive pluripotency conditions (PXGL^20^) could also form organized structures, but only after the formative pluripotency transition and with a lower overall efficiency (‘partial capacitation’^19^; see Methods; Extended Data Fig. 1a,b). By 120 h, the SOX2^+^ inner compartment appeared to self-organize into an epithelial cyst with asymmetrically patterned columnar cells along one pole and squamous-like cells at the other, a morphology that resembles the bipolar CS5b human embryo (day 9 post-fertilization) (Fig. 1g,h). As this model appears to capture extra-embryonic tissue-level interactions, we refer to these structures as human extra-embryoids (hEEs).

To functionally validate the extra-embryonic endoderm (hypoblast)-like cells in hEEs, we generated structures from SOX17–tdTomato reporter hPS cells and isolated SOX17–tdTomato^+^ cells after 72–96 h of specification to test their chimeric competency when injected into early mouse blastocysts (Fig. 1i). hEE-derived SOX17–tdTomato^+^ cells successfully integrated into the primitive endoderm lineage in 27.77% of cases, indicating a functional contribution to the extra-embryonic lineage, whereas definitive endoderm-differentiated cells derived from primed hPS cells^21^ did not (Fig. 1i and Extended Data Fig. 1e). Chimeric embryos transferred into pseudopregnant surrogate mice confirmed the persistence of human cells within the extra-embryonic visceral endoderm layer, although their viability was largely compromised in what probably reflects a xenogeneic barrier (Fig. 1i). Of note, hEE-isolated SOX17–tdTomato^+^ cells could also expand when transferred into culture conditions previously reported to exclusively support the extra-embryonic endoderm^22^. Although we cannot rule out the potential presence of non-expanding definitive endoderm cells^22^, these results further support hEEs as an in vitro model for early extra-embryonic endoderm development (Fig. 1j).

To molecularly explore the epigenome of hEE SOX2^+^ and SOX17^+^ cells, we also performed whole-genome bisulfite sequencing to see whether these cells acquire unique epigenomic features of these lineages that are acquired during mammalian implantation^23,24^. Ultimately, undifferentiated human embryonic pluripotent stem (hEPS) cells and SOX2^+^ and SOX17^+^ hEE cells exhibited very similar DNA methylation landscapes, including global hypermethylation and constitutive hypomethylation of CpG islands found at developmental gene promoters (Extended Data Fig. 1f–h). These findings suggest that the formation of hEEs from hEPS cells does not include global epigenomic reprogramming that might occur in vivo, although further understanding of the epigenetic dynamics of the human hypoblast lineage are only beginning to be explored^25^.

Finally, we interrogated hEEs for their ability to differentiate into trophoblast as neither hCG nor HLA expression was observed in our model (Extended Data Fig. 2a). hEEs also did not integrate with human trophoblast stem cells^26^ in co-culture, but instead formed isolated hCG^+^HLA^+^ aggregates that compromised hEE formation (Extended Data Fig. 2b,c). Similarly, co-culture with human epithelial endometrial cells did not stimulate trophoblast differentiation through reciprocal signalling with hEEs (Extended Data Fig. 2d).

Overall, these morphological observations demonstrate that this 3D platform appears to efficiently capture the plasticity of an intermediate pluripotent state in humans that is able to self-organize into structures that resemble the cellular composition of the human embryonic disc.

## Validation of major lineages by single-cell RNA sequencing

To examine the developmental complexity of hEEs, we applied single-cell RNA sequencing (scRNA-seq) at two progressive timepoints, D4 and D6, and resolved eight distinct transcriptional clusters. 

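hEEs grown from the human embryonic stem cell line ESI017 were dissociated on D4 and on D6, and their cells were profiled by single-cell RNA sequencing of transcript 3′ ends on a droplet platform. There was 1 library for each day, made from pooled wells. There are therefore no replicates, no test between D4 and D6 could be run, and every interval below is a 95% interval that covers counting error only. The authors made the files with Cell Ranger, which called the cells and counted unique molecular identifiers (UMIs) for each gene without normalization. The D4 library held 151712246 UMIs in 10943 cells, with a median of 12524 UMIs per cell. In the D6 library, 150320228 UMIs were counted in 11483 cells, with a median of 12599 per cell. The mean over both libraries was 13468 UMIs per cell, where the paper's stated mean is 30000 transcripts per cell; all values use the UMIs in the files. The paper's filters, at most 10% mitochondrial UMIs and between 3430 and 27500 UMIs per cell, kept 9151 cells of D4 (83.6% [82.9, 84.3], exact binomial) and 10097 cells of D6 (87.9% [87.3, 88.5]). The kept cells had median depths of 12717 and 12960 UMIs. The libraries were integrated by reciprocal principal component analysis (RPCA) in Seurat, and the S and G2M scores were regressed from the integrated values before clustering. Clustering was done in 2 steps, first into compartments and then within each compartment at resolution 1.0. Even the rounding of the linear algebra library changed the borders of clusters, so it was fixed for the values given.
The 172 genes that the text and figures name were left out of the 2000 variable genes per library. Clusters were then named from the levels of such marker genes, so the naming and the marker levels are not independent, and the naming rule was set after the clusters of a first run had been seen. Levels are counts per 1e6 (CPM), which are UMIs summed over the cells of a class in 1 library and scaled by all UMIs of that class, with exact Poisson intervals. The embryonic lineage took 42.8% [41.8, 43.8] of kept cells at D4 and 56.0% [55.0, 56.9] at D6. The hypoblast lineage took 51.8% [50.7, 52.8] and 40.0% [39.0, 41.0]. PI-Epi-like cells made up 35.5% [34.5, 36.5] at D4 and 36.9% [36.0, 37.9] at D6, a log2 ratio of 0.06 [−0.01, 0.13]. That ratio moved furthest, to 0.25, at resolution 2.0, and it was −0.02 at resolution 0.5. Hypoblast-like cells made up 33.6% and 33.9%, and their log2 ratio of 0.01 went to −0.83 at resolution 0.5. Clusters with markers of both lineages held 4.95% and 4.04% of cells. The rule gave no class to 22.9% of D4 cells and 9.68% of D6 cells. Of these, a cluster led by *ANXA1* in the embryonic compartment held 3.93% and 0.872% of cells. In the hypoblast compartment, a cluster led by *NPPB*, *TAGLN* and *CER1* held 7.34% and 3.12%, and a cluster led by *FGFBP3* held 5.70% and 0.703%.

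**Figure D1:**
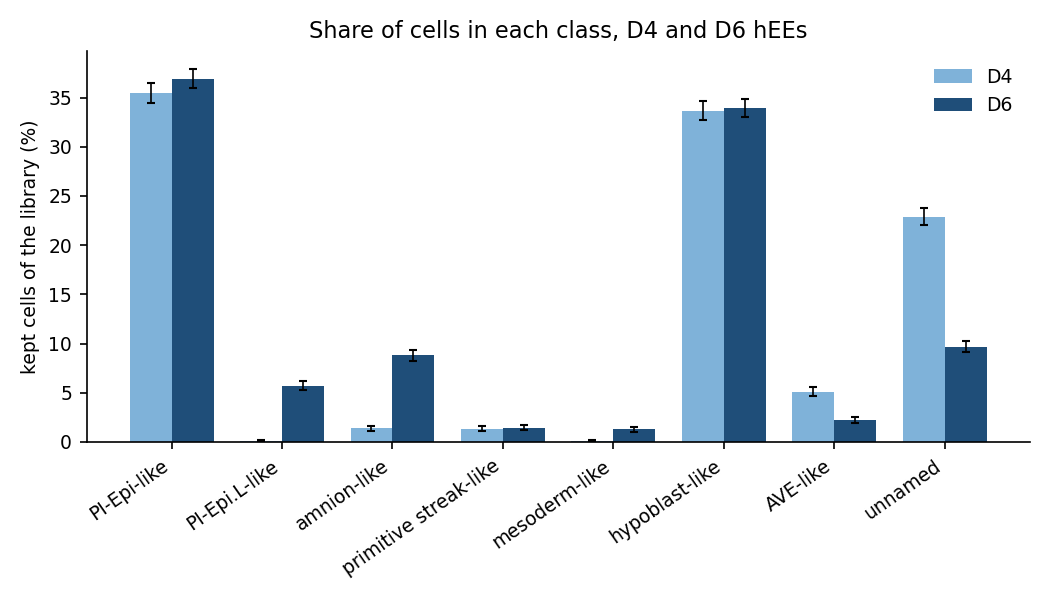
Share of the kept cells of each library (%, vertical axis) in each class (horizontal axis), for D4 (light bars) and D6 (dark bars), with exact binomial 95% intervals. PI-Epi-like and hypoblast-like cells are the 2 largest classes on both days, and unnamed cells fall from 22.9% to 9.68%.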

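In the embryonic lineage at D4, *SOX2* (ENSG00000181449) was at 270.2 CPM, against 2.38 in the hypoblast lineage, a log2 ratio of 6.83 [6.58, 7.09]. At D6 the log2 ratio was 6.38 [6.15, 6.62]. Of the alternatives, leaving out the cell cycle regression moved the D4 ratio of *SOX2* furthest, to 6.64. *POU5F1* was at 1172 CPM in the embryonic lineage at D4 and 104 in the hypoblast lineage, and its log2 ratio rose from 3.49 at D4 to 4.83 at D6. *UTF1* had log2 ratios of 5.69 and 4.60, and *SALL2* had the smallest of these 4 genes, 1.58 and 1.99. *APOA1* (ENSG00000118137) was the most abundant of the genes that were higher in the hypoblast lineage. Its level there was 1529 CPM at D4 and 11876 at D6, with log2 ratios over the embryonic lineage of 6.48 [6.39, 6.57] and 7.15 [7.11, 7.18]. The log2 ratios of *APOA2* were 6.32 and 7.15, and those of *FN1* were 5.29 and 4.90. *PDGFRA* was low in both lineages at D4, at 6.48 and 5.16 CPM, a log2 ratio of 0.33 [0.11, 0.55]. By D6 it had reached 68.8 CPM in the hypoblast lineage, a log2 ratio of 3.52 [3.38, 3.66].

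**Figure D2:**
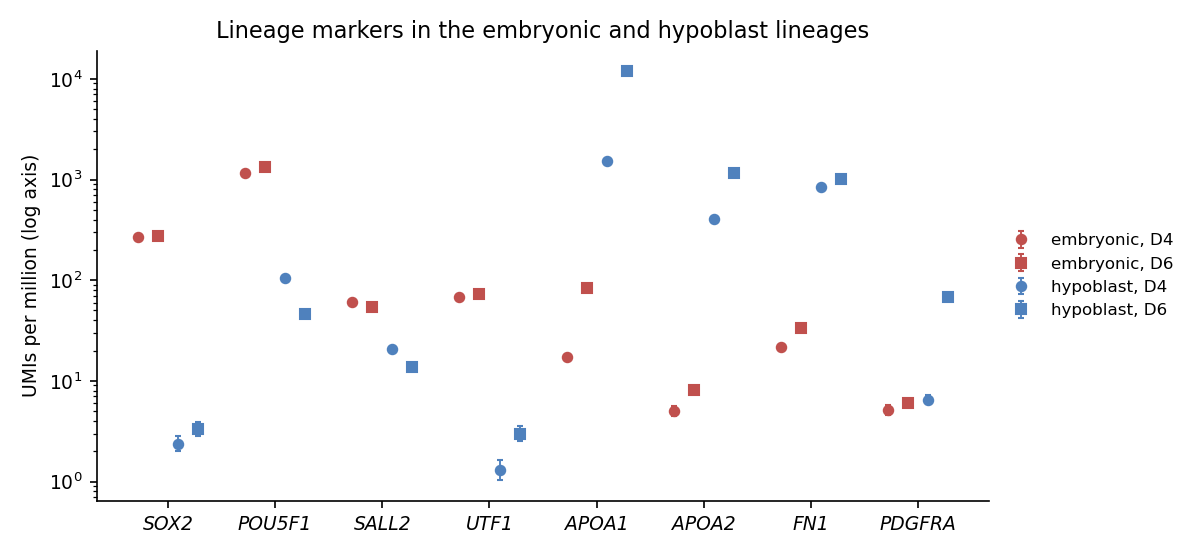
Level of each lineage marker (horizontal axis) in CPM (vertical, log axis) in the embryonic lineage (red) and the hypoblast lineage (blue) at D4 (circles) and D6 (squares), with exact Poisson 95% intervals. *PDGFRA* stands out, with hypoblast lineage levels of 6.48 at D4 and 68.8 at D6.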

Our states clearly fall within one of two major lineages, roughly characterized as post-implantation epiblast like (PI-Epi; *SOX2*, *POU5F1*, *SALL2* and *UTF1*) and hypoblast like (*APOA1*, *APOA2*, *FN1* and *PDGFRA*) (Fig. 2a,b and Extended Data Fig. 3a–c). Of note, the temporal resolution of our hEE dataset allowed us to make several intriguing observations from D4 to D6 that suggest a coordinated differentiation sequence. Within the embryonic compartment, we observed progressive formation of amnion-like (*ISL1*, *BMP4*, *TFAP2A* and *GABRP*) as well as a primitive streak-like (*TBXT*, *WNT3A*, *CDX1* and *HES1*) cellular states at D4, with the emergence of an embryonic mesoderm-like state (*HAND1*, *MIXL1*, *MESP1* and *VIM*) at D6. 

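In amnion-like cells, *TFAP2A* (ENSG00000137203) was at 40.1 CPM at D4 and 109.8 at D6, log2 ratios over PI-Epi-like cells of 2.43 [2.03, 2.81] and 4.21 [4.03, 4.39]. *BMP4* was at 8.38 and 27.4 CPM, with log2 ratios of 1.18 [0.28, 1.96] and 2.17 [1.95, 2.39]. *ISL1* (ENSG00000016082) had 1 UMI in the 126 amnion-like cells of D4, a log2 ratio of 0.64 with an interval from −4.74 to 3.29, so a difference was not detectable at this depth. At D6 it was at 13.0 CPM against 0.285, a log2 ratio of 5.51 [4.76, 6.35]. Where the authors' labels, given for part of the D4 cells, cover cells of this D4 class, they call 39 of them PI-Epi and 2 amnion. *GABRP* also rested on 1 UMI at D4, and its D6 log2 ratio of 0.64 had an interval that reached −0.15.
Of the primitive streak markers, *TBXT* (ENSG00000164458) had 2 UMIs, in 1 of the 124 primitive streak-like cells of D4, a log2 ratio over PI-Epi-like cells of 3.48 with an interval from 0.09 to 6.10. Thinning to 3430 UMIs per cell left none, which allows up to 2.42% of these cells with a UMI. *WNT3A* and *CDX1* had 1 UMI each in them, with log2 ratios of 1.81 [−3.66, 4.71] and 3.81 [−2.08, 8.07]. Among the 147 primitive streak-like cells of D6, 23.8% had a UMI of *TBXT*, and 10.2% did after thinning, the alternative that moved this share most. Among PI-Epi-like cells of D6, which should lack the gene, the shares were 0.268% and 0.0537%, at a median depth of 14502 UMIs against 14723 in primitive streak-like cells. The log2 ratio of *TBXT* between these classes at D6 was 7.27 [6.41, 8.24]. *WNT3A* had a log2 ratio of 5.88 [4.52, 7.40] and *CDX1* one of 8.27 [5.51, 13.69], the latter against 1 UMI in PI-Epi-like cells. *HES1* differed little, at 0.48 [0.06, 0.88] on D4 and 0.41 [0.05, 0.75] on D6, and at D6 its ratio fell to −0.01 without integration and without the cell cycle regression. The D4 cells of the class were instead set apart by *MIXL1*, at 13.0 CPM, and *NODAL*, at 30.0.
Mesoderm-like cells went from 10 cells, 0.109% [0.0524, 0.201] of D4, to 128 cells, 1.27% [1.06, 1.51] of D6. The log2 ratio of these shares, 3.54 [2.61, 4.63], turned to −0.68 without integration, where the class held 160 and 110 cells. Their cluster fell in the hypoblast compartment in the first clustering step and was counted in the embryonic lineage. *HAND1* reached 501.7 CPM at D6, a log2 ratio of 10.46 [9.82, 11.18] over PI-Epi-like cells. The log2 ratio was 7.71 for *MIXL1*, 6.81 for *MESP1* and 2.64 for *VIM*. Primitive streak-like cells made up 1.36% [1.13, 1.61] of cells at D4 and 1.46% [1.23, 1.71] at D6, and the naming rule used first, set aside after clusters had been seen, turned the log2 ratio of these shares from 0.10 to −1.19.

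**Figure D3:**
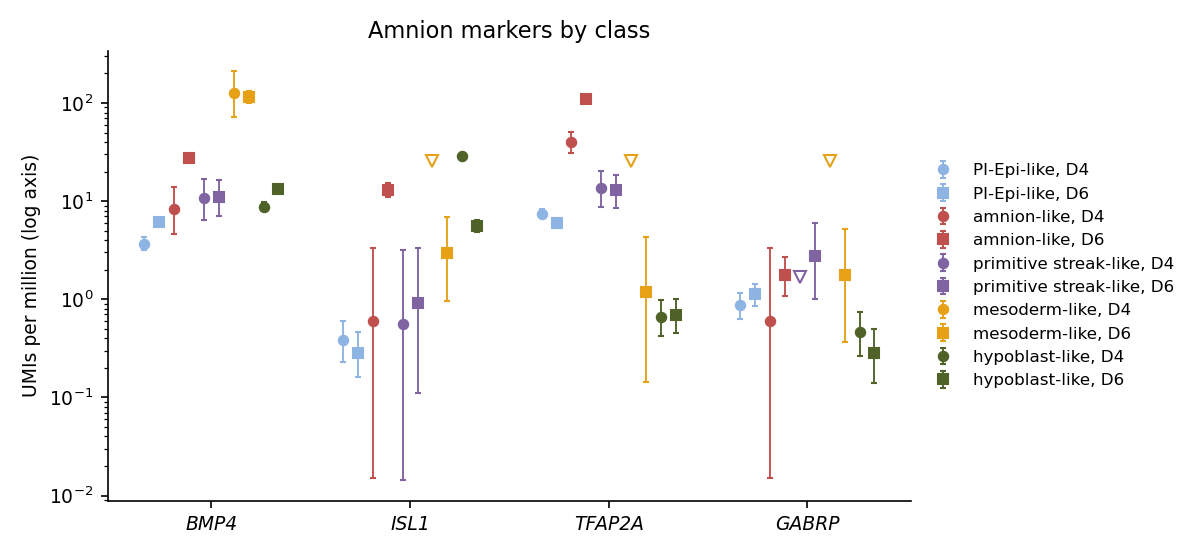
Level of 4 amnion markers (horizontal axis) in CPM (vertical, log axis) by class (colours) at D4 (circles) and D6 (squares), with exact Poisson 95% intervals; open triangles mark 0 UMIs, drawn at the level of 3 UMIs. *TFAP2A* is highest in amnion-like cells of D6, at 109.8, and *ISL1* in hypoblast-like cells of D4.

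**Figure D4:**
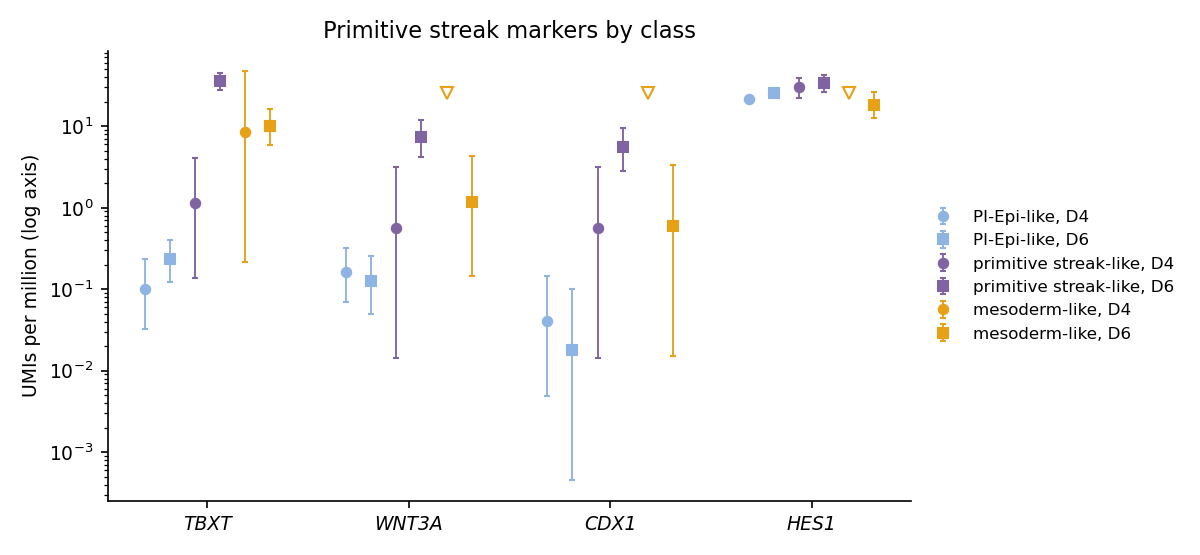
Level of 4 primitive streak markers (horizontal axis) in CPM (vertical, log axis) in PI-Epi-like, primitive streak-like and mesoderm-like cells at D4 (circles) and D6 (squares), with exact Poisson 95% intervals; open triangles mark 0 UMIs, drawn at the level of 3 UMIs. In primitive streak-like cells *TBXT* goes from 1.13 at D4 to 35.8 at D6.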

We also observed cells that resemble a later differentiated embryonic state (PI-Epi.L, referring to ‘late’) that expresses several early ectodermal or early amnion markers such as *IGFBP2*, *ESRG*, *TAGLN* and *VCL*^14^ (Fig. 2a,b and Extended Data Fig. 3a,b). By contrast, the hypoblast-like lineage comprises three clusters, although two clusters appear to represent the same general hypoblast state within different cell cycle phases. 

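PI-Epi.L-like cells were 10 of the cells kept at D4 and 576 at D6 (5.70% [5.26, 6.17]), so that almost the whole class as named here comes from 1 library. Its near absence at D4 rests on the naming, since of the 234 cells of D4 that the authors labelled PI-Epi.L, 3 fell in this class and 145 in an unnamed embryonic cluster. Against PI-Epi-like cells of D6, *TAGLN* (ENSG00000149591) was at 157 CPM and 22.0, a log2 ratio of 2.83 [2.72, 2.94]. The log2 ratio was 0.81 [0.79, 0.84] for *IGFBP2*, 0.81 [0.75, 0.88] for *VCL* and 0.44 [0.40, 0.48] for *ESRG*. Among genes at 100 CPM or more in PI-Epi.L-like cells, 3 led the cluster over the rest of the embryonic compartment. They were *CYP26A1*, with a log2 ratio of 2.71, *MIAT*, with 2.04, and *DPYSL3*, with 1.97. This unnamed embryonic cluster, of 360 cells of D4 and 88 of D6, also had these markers. In its D4 cells *TAGLN* was at 1020.2 CPM, a log2 ratio of 3.05 [3.00, 3.10] over PI-Epi-like cells of that day, and *VCL* had a log2 ratio of 1.05. At D6 its log2 ratios were 5.92 [5.82, 6.02] for *TAGLN*, 1.89 [1.79, 1.98] for *VCL* and 0.96 [0.92, 1.01] for *IGFBP2*. These lay above the ratios of PI-Epi.L-like cells, while that of *ESRG*, 0.48 [0.39, 0.56], was similar. The leading genes of the unnamed cluster held more markers of AVE-like than of embryonic classes, *LEFTY1* and *LEFTY2* among them, which kept it out of the naming.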

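The 7 clusters that made up the hypoblast-like class were assigned to cell cycle phases from S and G2M gene scores computed in scanpy, after thinning. Over the whole class, 18.9% [17.5, 20.3] of cells were in G1 at D4 and 47.2% [45.5, 48.8] at D6. The share in G2M fell from 54.4% [52.6, 56.1] to 37.3% [35.6, 38.9], and the share in S from 26.7% to 15.6%. The clusters lay along a range of phases. At D4, 2.39% [1.35, 3.92] of the cells of the cluster lowest in G1 were in that phase, and 38.3% [31.1, 45.9] of the cluster highest in G1. At D6 the latter cluster had 70.5% [66.5, 74.2] of its cells in G1. In PI-Epi-like cells, G1 took 0.246% at D4 and 0.644% at D6. The scoring moved these shares, as the Seurat scores on all UMIs put 39.7% of hypoblast-like cells in G1 at D4 and 59.7% at D6. They put 28.5% in G2M at D4 and 20.4% at D6. With them another cluster was highest in G1 at D4, at 64.8%. They put 5.33% of PI-Epi-like cells in G1 at D4 and 2.17% at D6, a change in the opposite direction.

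**Figure D5:**
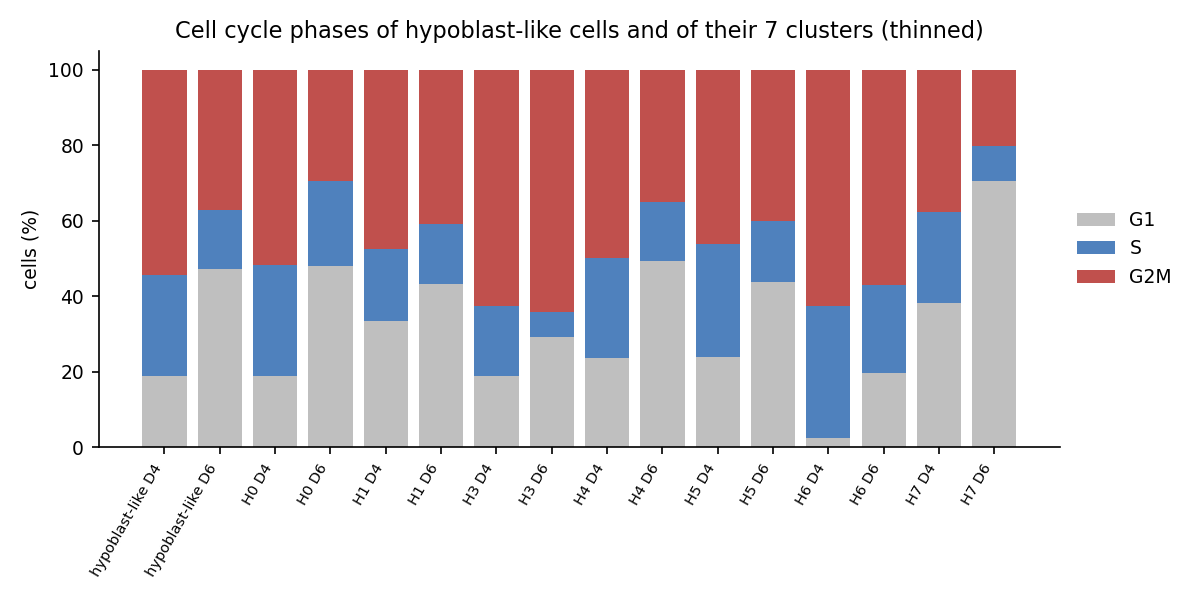
Share of cells (%, vertical axis) in G1 (grey), S (blue) and G2M (red) for the hypoblast-like class and each of its 7 clusters at D4 and D6 (horizontal axis), at equal depth. The grey part of the whole class grows from 18.9% to 47.2%.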

A distinct and transient third state within this lineage was characterized by significantly high expression of NODAL, BMP and FGF antagonists (for example, *CER1*, *LEFTY1*, *LEFTY12* and *SHISA2*) that resemble key molecular hallmarks of the anterior visceral endoderm (AVE-like) in mouse embryos^27^ (Fig. 2a,b and Extended Data Fig. 3a,b).

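In AVE-like cells of D4, *CER1* (ENSG00000147869) was at 1246 CPM, against 37.6 in hypoblast-like cells, a log2 ratio of 5.05 [4.96, 5.14]. *LEFTY1* was at 788 and 57.2 CPM (3.78 [3.71, 3.86]), and *LEFTY2* at 1534 and 151 (3.35 [3.30, 3.40]). *SHISA2* had a log2 ratio of 2.51 [2.37, 2.65]. At D6, when the class held 227 cells, *CER1* had fallen to 84.5 CPM in AVE-like cells and 8.46 in hypoblast-like cells, a log2 ratio of 3.32 [3.06, 3.58]. The D6 log2 ratio was 1.31 for *LEFTY1*, 3.63 for *LEFTY2* and 2.80 for *SHISA2*. The unnamed cluster led by *NPPB*, with 672 cells of D4 and 315 of D6, had part of the same profile. Its D4 log2 ratio over hypoblast-like cells was 4.15 for *CER1*, 2.33 for *LEFTY1* and 1.35 for *LEFTY2*, and *SHISA2* was lower in it, at −0.34 [−0.58, −0.11]. At D6 *CER1* was at 126 CPM in that cluster, above AVE-like cells, a log2 ratio of 3.89 [3.69, 4.10] over hypoblast-like cells. There *SHISA2* was also higher, at 0.64 [0.18, 1.07], as were *LEFTY1*, at 1.17, and *LEFTY2*, at 2.62. From the high expression of these antagonists, the paper reasons that the third hypoblast-like state resembles the anterior visceral endoderm of the mouse embryo (Fig. 2a,b).

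**Figure D6:**
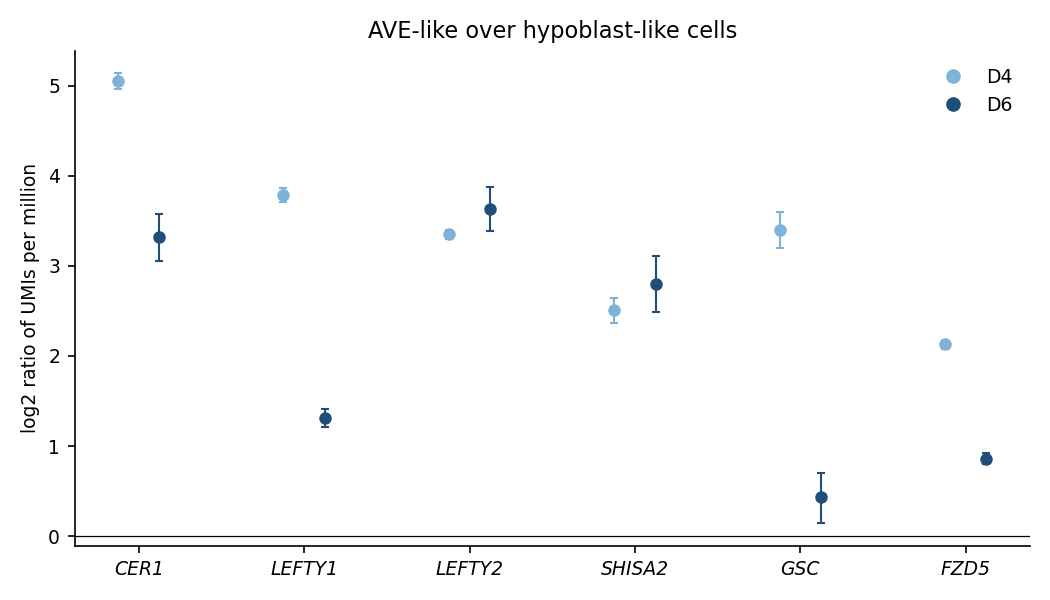
Log2 ratio of CPM in AVE-like over hypoblast-like cells (vertical axis) for 6 genes (horizontal axis) at D4 (light) and D6 (dark), with exact 95% intervals. Every ratio lies above 0, and that of *CER1* goes from 5.05 at D4 to 3.32 at D6.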

**Fig. 2:**
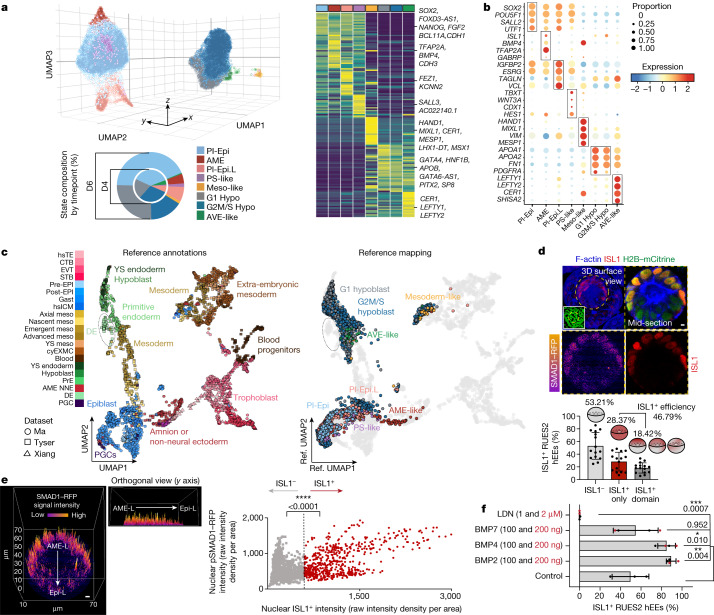
The emergence of perigastrulation lineages in hEEs. **a**, 3D uniform manifold approximation and projection (UMAP) plot (top), pie charts (bottom) and gene expression heatmap (right) of D4 and D6 structures. *n* = 18,042 total cells. G1 Hypo, growth 1 hypoblast-like; G2M/S Hypo, growth 2 mitosis/synthesis hypoblast-like; meso-like, mesoderm-like; PS-like, primitive streak-like. **b**, Dot plot of mean marker gene expression level. **c**, Integrated reference of three studies of primate development (left). See Methods and Supplementary Notes. Projection of hEE scRNA-seq data (query) onto in vivo reference is also shown (right). hEE cells are annotated as above. Reference cells are in grey to represent the background distribution of primate states. For the in vivo reference lineage abbreviations, refer to Extended Data Fig. 3d and Supplementary Table 3. **d**, hEEs generated from SMAD1–RFP hPS cells (top). Scale bar, 20 µm. The inner compartment (dotted lines, schematics) ISL1 phenotype frequency is also shown (bottom). Each dot represents the percentage of structures per tile scan. The plot shows mean ± s.d. *n* = 346 structures from 2 independent experiments specific to the RUES2 background are presented in the graph. *n* = 13 experiments total across different genetic backgrounds. **e**, SMAD1–RFP 3D surface intensity plot (same structure as shown in panel **d**) (left). Scale bar, 20 µm. A scatter plot of nuclear SMAD1–RFP fluorescence intensity in ISL1^−^ and ISL1^+^ cells. *n* = 1,677 cells in 3 representative structures from 2 independent experiments. Two-tailed unpaired, parametric *t*-test with Welsch’s correction. *P* values are displayed in the figure. **f**, Percentage of ISL1^+^ structures (RUES2 background). D4 and D5 control (*n* = 489), BMP2 (*n* = 461), BMP4 (*n* = 405), BMP7 (*n* = 391) and LDN (*n* = 521). Three or four independent experiments per group. Post-hoc Dunnett’s multiple comparison test, one-way ANOVA. *P* values are displayed in the figure. Mean ± s.d. are shown. Source Data

To confirm the similarity between our hEE transcriptional states and their in vivo counterparts, we integrated our dataset with recent major breakthrough datasets that span their expected developmental window, including in vitro-cultured human perigastrulation embryos^15^, a CS7 human gastrulating embryo implanted in utero^14^ and in vitro-cultured gastrulating embryos from cynomolgus monkeys^28^. Projection of our integrated dataset onto a reference uniform manifold approximation and projection (UMAP) model confirmed the overall segregation between embryonic-associated, hypoblast-associated and trophoblast-associated regions, with hEE data well positioned exclusively within embryonic (PI-Epi, PI-Epi.L, amnion-like and mesoderm-like cells) and hypoblast (Hypo- and AVE-like cells) states (Fig. 2c, Extended Data Fig. 3d, Supplementary Table 3 and Supplementary Notes 1–4). As expected, hEE states remained highly distinct from those descriptive of primate trophoblast cells (Fig. 2c). 

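The paper observed neither hCG nor HLA expression in hEEs. It made the match to primate trophoblast by projection onto a reference, which was not used here. Levels of 20 trophoblast genes, listed before the data were examined, were compared instead. In amnion-like cells of D6, the 6 members with enough UMIs had a median log2 ratio over PI-Epi-like cells of 1.46, above all of 10000 random lists of like expression; 4 were higher and 2 lower. Across the alternatives that median ranged from 0.64, with every gene that had a UMI, to 2.51, without integration. At D4 the median was 1.07, with 5 members higher and 1 lower, and it rested on 126 cells. The highest members in amnion-like cells of D6 were *TFAP2C*, at 29.8 CPM, *GATA3*, at 23.8, and *KRT7*, at 12.3. *GATA3* was also a marker that named the amnion-like class, so its part in the median is built in. No UMI of *CGA*, *CGB3*, *CGB5*, *CGB8*, *ERVFRD-1*, *GCM1*, *HSD3B1*, *PSG3*, *SIGLEC6*, *TP63*, *VGLL1* or *XAGE2* was counted in amnion-like cells on either day. In the hypoblast lineage the list had a median log2 ratio over the embryonic lineage of −0.45 at D4, with 3 members higher and 5 lower, and of 0.73 at D6, with 5 higher and 3 lower. *GATA3*, at 216 CPM at D4, made up most of the list's 219.7 CPM there.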

We further validated these associations using CellTypist^29^, which trains a machine learning model on the integrated in vivo reference to score each hEE cell. Overall, these efforts confirmed the major bifurcation of embryonic and extra-embryonic lineages, as well as detection of mesoderm-like and amnion-like cell states as they are described in vivo (Extended Data Fig. 3e,f). 

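Cells of the hypoblast lineage with at least 1 UMI of *SOX17* numbered 2855 at D4 and 2567 at D6, and they were compared with the embryonic lineage of the same day. A list of 22 extra-embryonic endoderm genes, written for the comparison, had a median log2 ratio of 3.50 at D4 and 4.52 at D6. On both days 21 members were higher and 1, *NID2*, was lower. A list of 15 definitive endoderm genes had a median log2 ratio of 3.79 at D4 and 3.41 at D6, with all 15 higher at D4 and 14 higher and 1 lower, *CER1*, at D6. Summed over the list, the extra-embryonic endoderm genes took 9399 CPM at D4 and 25666 at D6. The definitive endoderm genes took 1576 and 1630.2 CPM. The most abundant extra-embryonic endoderm genes at D6 were *APOA1*, at 11816 CPM, *APOE*, at 8762, and *SERPINE2*, at 1659. The most abundant definitive endoderm genes at D6 were *RHOBTB3*, at 454 CPM, *CXCR4*, at 233, and *GATA3*, at 225. Of this list, *CER1* and *HHEX* were also markers that named the AVE-like class, which is counted in the hypoblast lineage. *APOA1*, *APOA2*, *APOB* and *PDGFRA* of the extra-embryonic endoderm list were also hypoblast-like markers. Neither median is therefore independent of the naming.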

Finally, we found that our SOX17^+^ cells were enriched for empirically determined extra-embryonic endoderm markers compared with definitive endoderm markers^22^, consistent with their assignment as hypoblast-like states (Extended Data Fig. 3g). Together, our transcriptomic analyses support our annotation and assignment of hEEs to peri-implantation or post-implantation developmental stages of the hypoblast-like and epiblast-like development.

## Emergence of late amnion-like cells

We next investigated the specification of epiblast-derived cell populations, specifically focusing on amnion patterning, which forms before gastrulation in primates. Previous studies of non-human primates and human stem cells suggest that amnion induction is dependent on BMP^30–33^, but many functional and molecular features of this lineage remain unclear. Morphologically, hEEs frequently contained ISL1^+^ cells (a marker of primate amnion^34^) by D4 to D6, with efficiency ranging from 46.79% to 70.86% depending on the genetic background (Fig. 2d, Extended Data Fig. 4a and Supplementary Table 2). We found that 18.42–21.52% of all hEEs exhibited spatially localized ISL1^+^ populations, consistent with recent observations in non-human primates^34^ (Fig. 2d and Extended Data Fig. 4a). A subpopulation of aggregates (28.37–49.34% of all hEEs) have inner compartments exclusively composed of ISL1^+^ cells, suggesting possible artefacts in hEE patterning that could result from signalling imbalances and/or mechanical cues^35^. ISL1 expression correlates with TFAP2A and seemingly weak GABRP expression, as well as with expected morphological changes from the columnar epithelium typical of pre-specified SOX2^+^ epiblast-like cells to a more squamous-like shape (Extended Data Fig. 4b–e).

Primate amniogenesis has recently been described as occurring through two temporally and spatially independent waves^36^. 

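Amnion-like cells of D6 were higher than PI-Epi-like cells in all 9 late-stage amnion genes *ISL1*, *DLX5*, *TFAP2A*, *BMP4*, *PRKD1*, *GABRP*, *HEY1*, *MSX2* and *GSTO1*. Their median log2 ratio was 2.17, against a range of −0.17 to 0.21 that held 95% of random lists. Together the 9 genes took 352 CPM in amnion-like and 137 in PI-Epi-like cells. *ISL1*, *BMP4*, *TFAP2A* and *GABRP* were also among the markers that named the class, so the place among random lists is partly built in. No early-stage gene below was such a marker. The largest ratio was that of *DLX5* (ENSG00000105880), 8.67 [6.15, 13.99], over 1 UMI in PI-Epi-like cells, and the smallest was that of *GSTO1*, 0.34 [0.26, 0.41]. *PRKD1* had a log2 ratio of 1.64, *MSX2* of 2.34 and *HEY1* of 0.87 [0.05, 1.65]. At D4 the median of the 8 measured members was 1.00. With 0.5 counts added to each, 7 were higher and 1 lower, but *GABRP* is among the higher only through that addition. In amnion-like cells of that day *ISL1*, *DLX5* and *GABRP* had 1 UMI each, with a log2 ratio of 4.89 [−1.41, 11.18] for *DLX5* and −0.54 [−5.87, 2.02] for *GABRP*, and *HEY1* had none, a log2 ratio of at most 1.12. For the early-stage genes *FASN*, *MVD*, *SDC1*, *S100P* and *SLC1A3*, the median over the 4 measured members was −0.65 at D4, with 1 member higher and 3 lower, and −0.42 at D6, with all 4 lower. *FASN* had a log2 ratio of −0.68 [−0.98, −0.40] at D4 and −0.31 [−0.42, −0.21] at D6, which turned positive at D6 at resolution 2.0 (0.17) and without integration (0.14). *MVD* was at −0.71 [−1.18, −0.28] at D4, turning to 0.35 [−1.93, 1.90] under the authors' own labels, with only 4 amnion cells, and at −0.54 at D6. *SDC1* did not differ at this depth, and *S100P* had 1 UMI in amnion-like cells of D6, a log2 ratio of 2.22 [−4.07, 8.52].

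**Figure D7:**
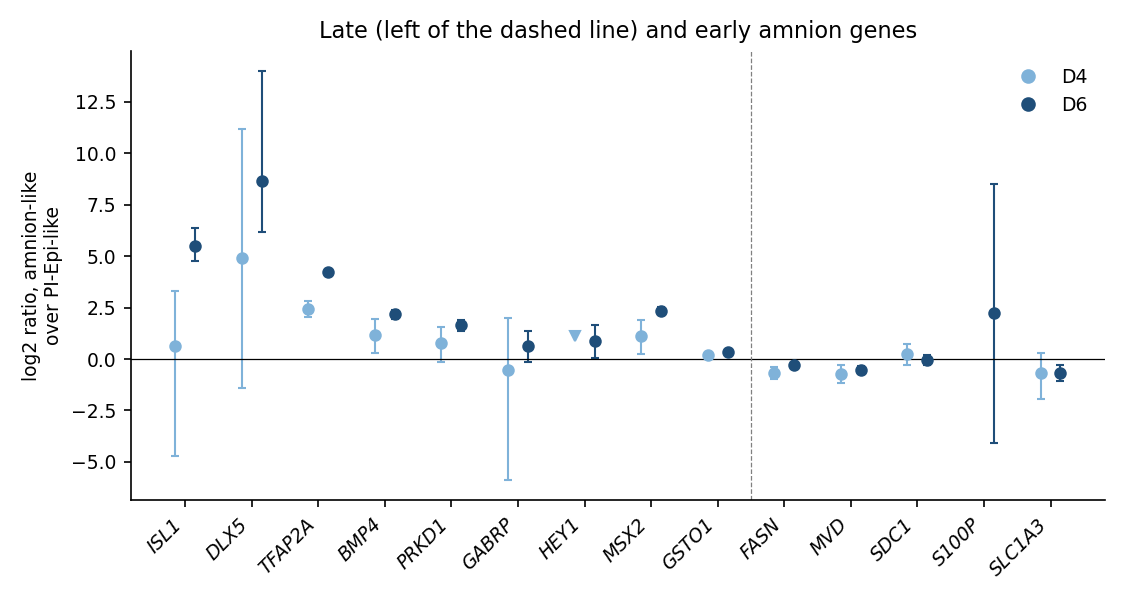
Log2 ratio of CPM in amnion-like over PI-Epi-like cells (vertical axis) for late-stage (left of the dashed line) and early-stage amnion genes (horizontal axis) at D4 (light) and D6 (dark), with exact 95% intervals; the triangle is an upper bound. At D6 the late-stage genes run from 0.34 for *GSTO1* to 8.67 for *DLX5*, while *FASN*, *MVD* and *SLC1A3* lie below 0.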

When we explored the overall transcriptional signature of our hEE amnion state, we found higher expression of previously associated primate late-stage amnion marker genes (enriched for *ISL1*, *DLX5*, *TFAP2A*, *BMP4*, *PRKD1*, *GABRP*, *HEY1*, *MSX2* and *GSTO1*) than early-stage amnion marker genes (*FASN*, *MVD*, *SDC1*, *S100P* and *SLC1A3*; Extended Data Fig. 4f–h). By contrast, the Pl-Epi.L cluster expressed genes associated with amnion progression^36^, including *COL1A1*, *COL5A1*, *EGLN1*, *SPARC* and *IGFBP3* (Extended Data Fig. 4h). In addition, a subset of endoderm cells showed *ISL1* expression, similar to non-human primate embryos^34^ (Fig. 2b). 

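All 5 amnion progression genes were higher in PI-Epi.L-like than in PI-Epi-like cells of D6, with a median log2 ratio of 0.53, at the 99.7 percentile of random lists. *IGFBP3* had the largest, 2.28 [1.97, 2.58], from 19.0 against 3.92 CPM. *COL1A1* was at 62.7 against 30.4 CPM, a log2 ratio of 1.05 [0.90, 1.19]. *SPARC* had a log2 ratio of 0.29 [0.16, 0.42], and the interval of *COL5A1*, 0.15 [−0.34, 0.61], included 0. In the unnamed embryonic cluster that also carried *TAGLN* and *VCL*, the list's median was 0.62 at D4, with 3 genes higher and 2 lower, and 0.97 at D6, with 4 higher and 1 lower.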

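*ISL1* had a UMI in 25.3% of hypoblast-like cells of D4, against 0.524% of PI-Epi-like cells, although the median depth was lower in the former, at 10615 against 14813 UMIs. After thinning, the shares were 9.55% and 0.123%. Hypoblast-like cells had *ISL1* at 29.1 CPM, a log2 ratio of 6.25 [5.59, 6.98] over PI-Epi-like cells. By D6 the share in hypoblast-like cells had fallen to 5.34%, or 1.90% after thinning, and the log2 ratio to 4.29 [3.56, 5.12].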

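*BMP4* (ENSG00000125378) was higher in mesoderm-like than in amnion-like cells on both days, with a log2 ratio of 3.93 at D4, where mesoderm-like cells numbered 10, and of 2.07 at D6. Mesoderm-like cells of D6 had *BMP4* at 115 CPM, and leaving out doublets changed the D6 ratio to 2.02 [1.72, 2.32]. The direction of this ratio depended on the processing, since at D6 it was −0.13 at resolution 2.0 and −0.23 without integration. Under these the amnion-like class of D6 fell from 890 cells to 93 and 91. At D6 *BMP4* was at 11.0 CPM in primitive streak-like and 9.06 in PI-Epi.L-like cells.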

*BMP4* expression was highest in the amnion cluster compared with other epiblast-derived cell populations (Extended Data Fig. 4f–h), which might indicate that the functional relationship between BMP4 and ISL1 found in other primates^34^ extends to humans. 

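*ID1* (ENSG00000125968) was the most abundant of the 4 *ID* genes in amnion-like cells of D6, at 2307 CPM against 864 in PI-Epi-like cells, a log2 ratio of 1.42 [1.39, 1.44]. *ID4* had the largest log2 ratio, 1.79 [1.71, 1.87]. Those of *ID2* and *ID3* were 0.89 [0.81, 0.97] and 0.77 [0.74, 0.80]. At D4 the ratios were smaller, at 0.63 for *ID1*, 0.64 for *ID2*, 0.51 for *ID3* and 1.28 for *ID4*.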

Differential expression analysis between individual epiblast-like cell states confirms that genes associated with TGFβ signalling are substantial within the amnion state, including major BMP signalling components such as *ID1–ID4* and *BMP4* (Extended Data Fig. 4i,j).

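*BMPR1A* (ENSG00000107779) was at 54.4 CPM in the embryonic lineage at D4 and 52.0 at D6. The hypoblast lineage had less, 26.5 and 26.6, with log2 ratios of −1.04 [−1.13, −0.95] and −0.96 [−1.06, −0.87]. Among the embryonic classes of D6 it was highest in primitive streak-like cells, at 71.1 CPM, and lowest in mesoderm-like cells, at 14.8. *BMP2* (ENSG00000125845) was at 226 CPM in the hypoblast lineage at D4, a log2 ratio over the embryonic lineage of 5.54 [5.37, 5.71]. At D6 it was at 190.1, a log2 ratio of 4.26 [4.16, 4.37]. Mesoderm-like cells, which are counted in the embryonic lineage, had *BMP2* at 310.2 CPM at D6.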

More generally, all epiblast-like-derived subclusters, including our initial epiblast-like population, express a gene encoding a BMP receptor, *BMPR1A*, whereas hypoblast-like subclusters showed differential expression for the BMP transducer gene *BMP2* and other components (Extended Data Fig. 5a). This suggested the possibility that the hypoblast may serve a supportive role in amnion-like induction in hEEs. To further explore BMP signalling dynamics, we analysed the phosphorylation status of SMAD transducers, which reflect functional TGFβ superfamily signal transduction. Consistent with our transcriptional results, we first found that hEE structures exhibit universal BMP-associated phosphorylation of SMAD1, SMAD5 and SMAD9 (pSMAD1/5/9) nuclear signal within both the inner embryonic and the surrounding hypoblast-like layers, whereas aggregates that failed to specify hypoblast-like layers lacked the pSMAD1/5/9 signal (Extended Data Fig. 5b). We further utilized the transgenic live reporter SMAD1–RFP;H2B–mCitrine hPS cell line to track and confirm SMAD1 nuclear localization within amnion-like cells, indicating a BMP gradient within the inner compartment of hEEs (Fig. 2e and Extended Data Fig. 5c). To confirm the functional relationship between BMP signalling and amnion induction, we treated hEEs with either the BMP antagonist LDN193189 (LDN) or exogenous BMP2 and BMP4, which significantly repressed or induced ISL1 expression, respectively (Fig. 2f).

According to our transcriptional data, hypoblast-like cells express BMP2, not BMP4 (Extended Data Fig. 5a). 

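*BMP4* was detected in the hypoblast lineage at 10.1 CPM at D4, against 4.25 in the embryonic lineage, a log2 ratio of 1.25 [1.03, 1.47]. At D6 the levels were 13.7 and 12.0 CPM, a log2 ratio of 0.20 [0.05, 0.34].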

The latter is expected to be expressed by trophoblasts, the presumed initial source of proximal BMP signalling in vivo. To test whether either lineage could support amnion induction, we cultured hEEs from D4 to D5 on top of a human trophoblast stem cell-covered surface, which readily induced ‘all-ISL^+^’ inner compartments (Extended Data Fig. 5d). Collectively, these results demonstrate that the hEE system effectively differentiates into temporally organized expression domains that resemble the amnion. Our transcriptional data suggest that this population represents a late amnion state^36^, which is expected to begin early in gastrulation, depends on a BMP-dependent mechanism and appears to rely on the surrounding hypoblast-like lineage in hEEs.

## Lineage co-evolution drives morphogenesis

Using hEEs, we further investigated the role of outer extra-embryonic hypoblast-like cells as they co-develop and potentially direct morphogenesis within the pluripotent inner compartment. By D3, hEEs contained a laminin-containing basement membrane, which co-occurred with the reorganization of pluripotent epiblast-like inner cells into an apicobasal polarized, central-lumen-containing epithelium (Fig. 3a and Extended Data Fig. 6a). These structural and cell-level morphologies are collectively characteristic of the post-implantation epiblast tissue architecture in the natural embryo^37–39^ and are highly efficient features of hEEs that emerge in 90.71% of all structures examined between D4 and D6.

**Fig. 3:**
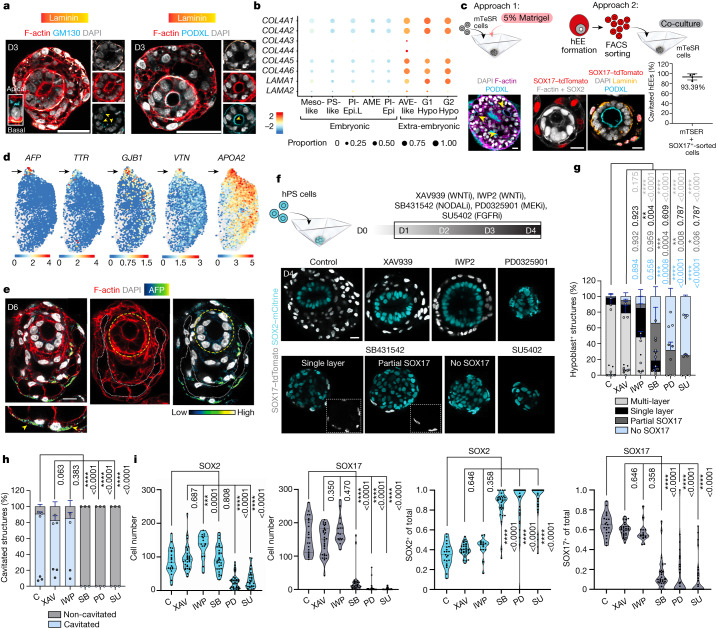
TGFβ and FGF signalling stabilizes hypoblast-like specification and embryo-like morphogenesis. **a**, GM130 (*n* = 169) and PODXL (*n* = 156) immunofluorescence within D3 hEEs. Four independent experiments each. Scale bars, 50 μm. Yellow arrowheads indicate the expression of apical markers. **b**, Dot plot of basement membrane gene expression in hEEs. For lineage abbreviations, refer to Fig. 2a. **c**, Schematic of mTeSR hPS cell aggregation strategies (top), their corresponding D4 structures (bottom left) and the cavitated hEE efficiency (bottom right). The yellow arrowheads indicate multiple cavities. Plots show mean ± s.d. *n* = 439 structures. Data are from four technical replicates and two independent experiments. Scale bars, 20 μm. **d**, UMAP plots of yolk sac endoderm genes within the D6 hypoblast-like cluster. **e**, AFP^+^ staining (arrowheads). The yellow and white dashed lines indicate epiblast-like and yolk sac-like compartment patterning, respectively. *n* = 15 structures over 2 independent experiments. Scale bar, 20 μm. **f**, Inhibitor treatment strategy (top; see Methods) and resulting phenotypes (bottom). The *n* numbers are indicated in panel **g**. Scale bar, 20 μm. **g**, Percentage of structures that specify hypoblast-like lineage. Control (C; *n* = 220), XAV939 (XAV; *n* = 101), IWP2 (IWP; *n* = 132; 2 experiments), SB431542 (SB; *n* = 125), PD0325901 (PD; *n* = 66) and SU5402 (SU; *n* = 109). The plot shows mean ± s.d. Data are from three independent experiments. Post-hoc Dunnett’s multiple comparison test, one-way ANOVA. *P* values are shown in the figure. Each dot represents an independent experiment. **h**, Cavitation efficiency per treatment. Control (*n* = 140), XAV (*n* = 95), IWP (*n* = 118; 2 experiments), SB (*n* = 79), PD (*n* = 66) and SU (*n* = 109). Data are from three independent experiments, unless otherwise indicated. The plot shows mean ± s.d. The same test as panel **g** was applied. *P* values are shown in the figure. Each dot represents an independent experiment. **i**, Number of SOX2^+^ or SOX17^+^ cells per structure and their percentage after each treatment. Each dot represents one structure. Control (*n* = 21), XAV (*n* = 34), IWP (*n* = 16), SB (*n* = 30), PD (*n* = 35) and SU (*n* = 30). Data are from two or more independent experiments. The plot shows the median (thick solid line) and quartiles (thin dotted line). The same test as panel **g** was applied. *P* values are shown in the figure. Illustrations in **c**,**f**, credit: A.L. Cox. Source Data

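Of the 8 basement membrane genes *COL4A1* to *COL4A6*, *LAMA1* and *LAMA2*, all were higher in the hypoblast lineage than in the embryonic lineage on both days, though at D6 the interval of *COL4A4* (0.15 [−0.49, 0.76]) included 0. The median log2 ratio was 2.38 at D4 and 2.23 at D6. In total these genes took 1107 CPM in the hypoblast lineage at D4, against 148 in the embryonic lineage. The totals at D6 were 1173 and 137. *COL4A1* (ENSG00000187498) was the most abundant, at 476 CPM at D4 and 609 at D6 in the hypoblast lineage, with log2 ratios of 3.20 [3.14, 3.25] and 3.85 [3.80, 3.90]. *COL4A2* had log2 ratios of 2.27 and 2.72, *LAMA1* of 2.91 and 2.53, and *COL4A6* of 3.89 and 3.07. *LAMA2* had the smallest at D4, 0.72 [0.35, 1.10].

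**Figure D8:**
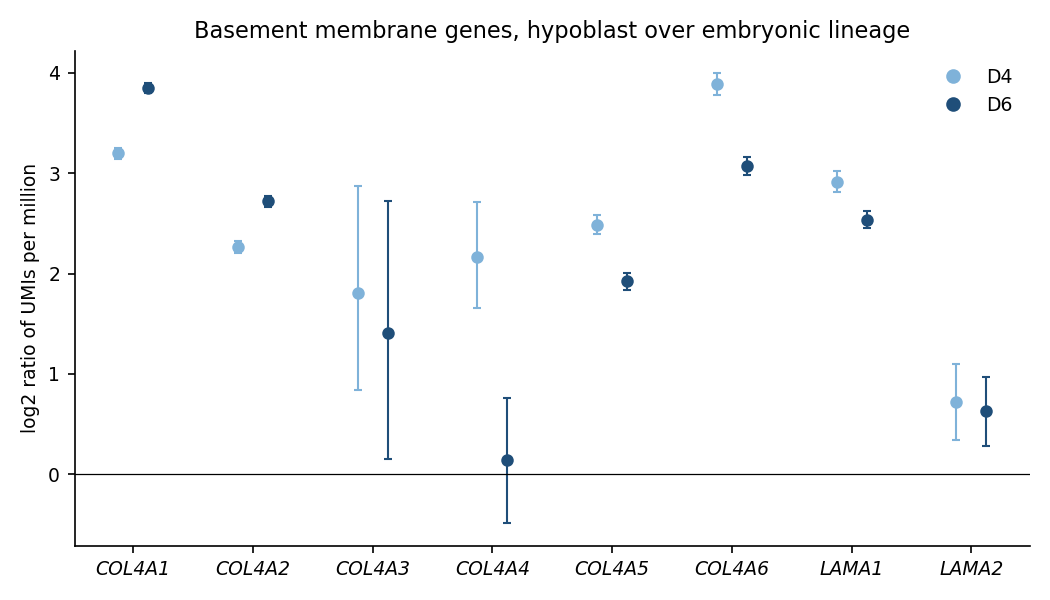
Log2 ratio of CPM in the hypoblast lineage over the embryonic lineage (vertical axis) for 8 basement membrane genes (horizontal axis) at D4 (light) and D6 (dark), with exact 95% intervals. At D4 the ratios run from 0.72 for *LAMA2* to 3.89 for *COL4A6*.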

Our scRNA-seq data indicate that the source of basement membrane deposition is primarily the outer extra-embryonic-like cells (Fig. 3b). Moreover, structures that lack outer extra-embryonic hypoblast specification failed to undergo epithelialization or lumen formation, strengthening a model in which extra-embryonic cells support these critical morphological transitions (Extended Data Fig. 6b,c). To consolidate these findings, we referred back to mTeSR-grown primed hPS cells, which were initially unable to support hEE formation (Extended Data Figs. 1a,b and 6d). To interrogate whether this reflects the lack of endoderm derivatives or basement membrane cues alone, we aggregated primed hPS cells in the presence of 5% Matrigel (an extracellular matrix substitute) or in co-culture with either FACS-sorted hEE SOX17–tdTomato^+^ cells or with directed differentiated definitive endoderm cells^21^ (Fig. 3c and Extended Data Fig. 6d–f). Adding 5% Matrigel alone or with differentiated definitive endoderm cells induced multiple disorganized cavitations per aggregate, as well as a general high aggregate intervariability (Fig. 3c and Extended Data Fig. 6d,f). By contrast, 93.39% of aggregates co-cultured with FACS-sorted hEE hypoblast-like cells demonstrated a polarized epithelium and a centralized lumen within the embryonic compartment (Fig. 3c and Extended Data Fig. 6d,e). These findings confirm an additional essential role of hypoblast cells in patterning the epiblast during implantation.

Finally, by D6, we saw additional transcriptional programming within the hypoblast-like lineage towards a primary (visceral) yolk sac endoderm^14^, including emerging expression of *AFP*, *TTR*, *GJB1*, *VTN* and *APOA2* (Fig. 3d). 

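All 5 genes were higher in the hypoblast lineage at D6 than at D4, with a median log2 ratio of 2.21. *AFP* (ENSG00000081051) rose the most, from 0.378 to 15.2 CPM, a log2 ratio of 5.33 [4.71, 6.03]. *TTR* rose from 2.88 to 14.1 CPM (2.29 [2.04, 2.55]) and *GJB1* from 1.75 to 8.10 (2.21 [1.89, 2.55]). *VTN* rose from 21.6 to 32.2 CPM, a log2 ratio of 0.58 [0.47, 0.69]. *APOA2*, the most abundant, rose from 401 to 1165 CPM, a log2 ratio of 1.54 [1.51, 1.56].

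**Figure D9:**
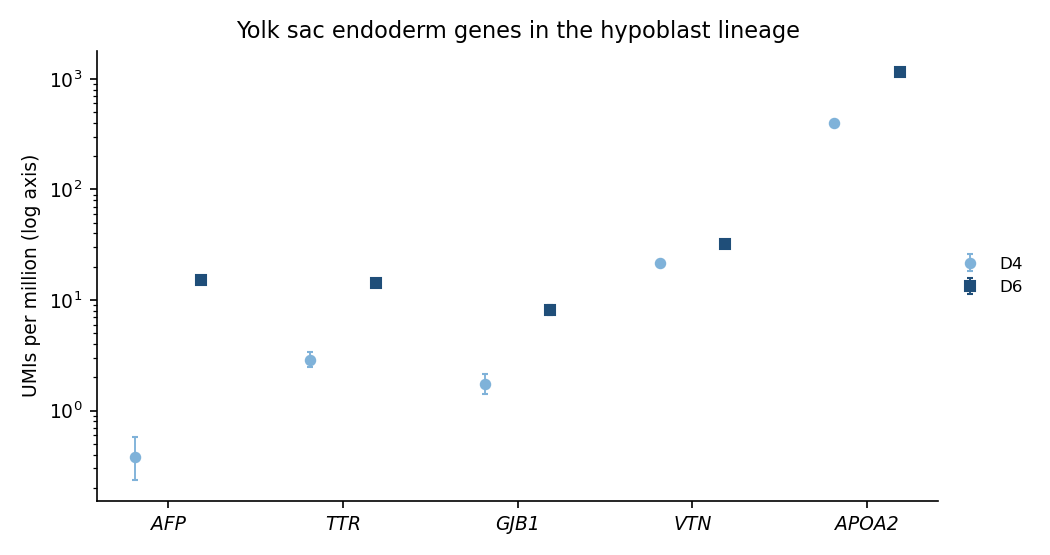
Level of 5 yolk sac endoderm genes (horizontal axis) in CPM (vertical, log axis) in the hypoblast lineage at D4 (light circles) and D6 (dark squares), with exact Poisson 95% intervals. *AFP* shows the widest gap, 0.378 against 15.2.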

We also confirmed secreted AFP expression within the outer cells of hEEs as lining an intercellular space (Fig. 3e). These results suggest that the hypoblast-like cells within the hEEs continue towards initial yolk sac-like patterning after their initial role in epiblast-like morphogenesis.

## Inducers of hypoblast-like cell fate

Previous efforts have implicated TGFβ–NODAL, WNT and FGF signalling activity in extra-embryonic endoderm specification from human stem cell cultures and a limited number of human blastocysts^22,40–42^, but these signalling dependencies are still largely unexplored and likely to change as human embryos progress through subsequent developmental stages. Because epiblast-like and hypoblast-like cell fates begin to diverge at approximately 24 h of hEE development, we blocked key signalling axes with small molecules at this time and analysed their effects on multicellular aggregates at D4 (Fig. 3f). SB431542 (a potent TGFβ–NODAL inhibitor), PD0325901 (a MEK inhibitor, downstream of FGFR) or SU5402 (a direct FGFR inhibitor) treatments largely prevented hypoblast-like lineage specification, drastically reducing the number of SOX17^+^ cells and preventing downstream aspects of inner compartment maturation, including polarization and cavity formation (Fig. 3f–h and Extended Data Fig. 6g,h). In support of this result, SOX17^+^ cells expressed phospho-SMAD2 that confirms the activity of the TGFβ–NODAL pathway within the hypoblast-like lineage (Extended Data Fig. 6i), whereas SOX2^+^ cells lack this expression in the absence of outer hypoblast-like cells (Extended Data Fig. 6i). These results further confirm the dependence of the epiblast-like inner compartment on the hypoblast for supporting extracellular matrix components and exogenous signals such as NODAL. Of note, FGF signalling impacts both epiblast-like and hypoblast-like lineages, such that FGF-inhibited aggregates are significantly smaller at D4 and resemble D2 and D3 controls, which confounds our ability to confirm conclusively that the effects of FGF on hypoblast development do not in some way reflect secondary consequences of suppressed epiblast growth (Fig. 3i and Extended Data Fig. 6j). Finally, although XAV939 (a potent WNT signalling inhibitor) treatment had minimal effect on the hypoblast-like lineage, IWP2 (a WNT secretion inhibitor) treatment significantly reduced the complexity of the outer hypoblast-like layer, leading to structures with a ring of single cells surrounding a large SOX2^+^ inner compartment (Fig. 3f,g,i and Extended Data Fig. 6g). Differential expression analysis of major ligands and receptors of the WNT, TGFβ–NODAL and FGF family within D4 hEEs largely supported our findings from our inhibitor treatments, as well as the phenotypes observed in 3D culture (Extended Data Fig. 7a–d). 

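Of the WNT, TGFβ–NODAL, BMP and FGF ligands, receptors and targets compared at D4, 53 had enough UMIs, of which 37 were higher in the hypoblast lineage and 16 in the embryonic lineage. Their median log2 ratio was 0.58, where 95% of random lists lay between −0.23 and 0.18. The most abundant in the hypoblast lineage were *ID1*, at 1526 CPM, *ID3*, at 959, and *SFRP1*, at 626. Between the lineages *ID3* was nearly even, and its log2 ratio of −0.05 became 0.01 with the looser cell filter. For the NODAL pathway, *NODAL* (ENSG00000156574) was at 43.3 CPM in the hypoblast lineage and 7.30 in the embryonic lineage, a log2 ratio of 2.57 [2.42, 2.72]. Its co-receptor gene *TDGF1* had a log2 ratio of 0.33 [0.29, 0.37], and *GDF3* was higher in the embryonic lineage, at −0.87. *INHBA*, with 5 UMIs in the hypoblast lineage, had a log2 ratio of −3.27 [−4.96, −1.96], which turned to 2.53 without integration. For FGF, *FGF2* (−4.11 [−4.32, −3.91]) and *FGF4* (−5.17 [−6.39, −4.17]) were higher in the embryonic lineage. *FGF17* was higher in the hypoblast lineage, at 332.1 CPM, a log2 ratio of 5.32 [5.19, 5.45]. The receptor genes were divided, with log2 ratios of −0.29 for *FGFR1*, −1.89 for *FGFR2*, 1.09 for *FGFR3* and 1.42 for *FGFR4*. For WNT, *WNT3* had a log2 ratio of 2.20 [1.96, 2.45], *PORCN* of 2.91 and the receptor gene *FZD5* of 3.08. The receptor genes *FZD4* (3.68 [3.49, 3.88]), *FZD8* (1.27), *FZD1* (0.86), *FZD7* (0.74) and *FZD6* (0.56) were also higher in the hypoblast lineage. In contrast, *FZD2* (−1.11 [−1.21, −1.02]), *FZD3* (−0.87 [−0.97, −0.78]) and *FZD9* (−0.68 [−1.12, −0.26]) were higher in the embryonic lineage. So was *FZD10*, which had no UMI in the hypoblast lineage, a log2 ratio of at most −1.90.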

Cumulatively, our data show that robust segregation of human hypoblast-like cells in hEEs primarily depends on TGFβ–NODAL and FGF activity. These results provide insights into how multiple early human lineages co-develop in 3D and how they establish critical crosstalk to guide global morphological rearrangements of these tissues beyond the implantation stages.

## Symmetry breaking by signal antagonism

Beyond ethical limitations and restricted access, many dynamic embryological processes are challenging to study in human without high replicate power or continuous monitoring. We were intrigued by the emergence of a transient transcriptional state within the hypoblast-like lineage that resembled the AVE, an extra-embryonic signalling centre required for specifying anteroposterior patterning in mice^27^ and non-human primates^30,32,43^ (Fig. 2a,b and Extended Data Fig. 3a–c). This subpopulation showed substantial and unique co-expression of classic BMP, NODAL and WNT signalling antagonists, including *CER1*, *LEFTY1*, *GSC* and *LEFTY2* (Extended Data Fig. 8a,b). In addition, *FZD5*, a recently identified primate-specific AVE-associated gene^32^, is also differentially expressed in this subpopulation (Extended Data Fig. 8b). Collectively, the striking co-expression of morphogen antagonists suggested a role for these cells in developmental patterning by attenuating BMP, NODAL and WNT signals to create morphogen gradients.

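Among AVE-like cells of D4, 42.7% [38.1, 47.3] had a UMI of both *CER1* and *LEFTY1*, and 32.1% [27.9, 36.6] did after thinning. Independent detection of the 2 genes would give 17.5% after thinning, below that interval. In hypoblast-like cells of D4 the thinned share was 1.79%, where independence would give 0.535%, at median depths of 10615 UMIs against 10768 in AVE-like cells. The cluster led by *NPPB*, outside the AVE-like class, had a thinned share of 16.4% [13.7, 19.4], against 10.9%. *CER1* and *LEFTY2* were found together in 42.0% [37.5, 46.7] of AVE-like cells after thinning, where independence would give 30.7%. For *CER1* with *GSC* the shares were 17.5% [14.1, 21.2] and 9.51%, and for *LEFTY1* with *GSC* they were 16.8% [13.5, 20.5] and 8.19%. At D6 the thinned share of *CER1* with *LEFTY1* was 5.29% [2.76, 9.05]. *GSC* was at 104 CPM in AVE-like cells of D4, a log2 ratio of 3.40 [3.20, 3.60] over hypoblast-like cells, and of 0.43 [0.14, 0.71] at D6.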

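*FZD5* (ENSG00000163251) was at 952 CPM in AVE-like cells of D4, against 217 in hypoblast-like cells, a log2 ratio of 2.13 [2.08, 2.18]. At D6 it was at 1099.8 and 605 CPM, a log2 ratio of 0.86 [0.80, 0.92].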

We confirmed the spatiotemporal emergence of these cells by immunofluorescence. Specifically, the key BMP antagonist CER1 has an initially widespread and scattered distribution across the hypoblast-like compartment before becoming restricted to a distinct region at later time points: 81.81% of D3 hEEs have broadly distributed AVE-like cells, whereas 45.02% of D5 hEEs have polarized distributions (Extended Data Fig. 8c,d). Consistent with our transcriptional data, the overall fraction of CER1^+^ AVE-like cells decreased from D3 to D5, which co-occurs with a rise in the number of mesodermal cell differentiation marker T^+^ (BRACHYURY) cells in the inner compartment (Extended Data Figs. 3a and 8c,d). By D5, 8.36% of structures demonstrated a clear polarized distribution of CER1^+^ and T^+^ (Fig. 4a,b and Extended Data Fig. 8e), and 19.44% of structures with scattered CER1^+^ distribution showed no T induction. These results support the idea that AVE-like antagonism protects the future ectoderm from primitive streak induction. We additionally confirmed that T induction is inversely correlated with SOX2 expression and mirrors critical WNT morphogen gradients via a TCF/Lef:H2B–GFP reporter hPS cell line (Extended Data Fig. 8f,g). Of note, hEEs also induce T in instances in which CER1^+^ cells have no spatial bias (28.10% of all hEEs), which may indicate a degree of independence between the two compartments that requires deeper investigation (Extended Data Fig. 8e). Nonetheless, these data show evidence that the inner and outer compartments co-evolve in vitro, with the outer hypoblast-like layer transiently maintaining AVE-like cells that secrete growth factor antagonists. Although seemingly not sufficient to determine the site of posterior primitive streak induction, these features of symmetry breaking have not been deeply studied outside of rodent embryos^15,27^, highlighting the value of our system for future exploration.

**Fig. 4:**
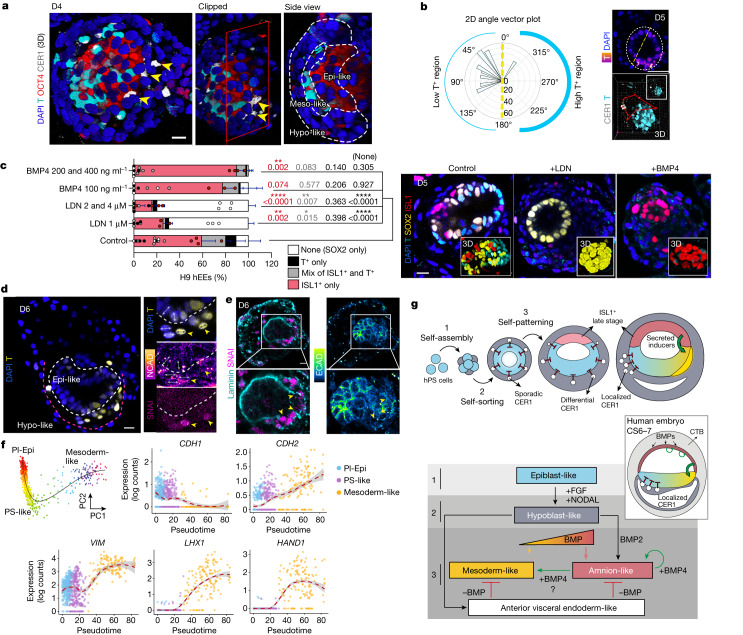
hEEs recapitulate key hallmarks of human perigastrulation. **a**, 3D projections of T, OCT4 and CER1 (arrowheads) expression. The dashed lines demarcate mesodermal-like, epiblast-like and hypoblast-like regions. Note that the CER1^+^ signal in T^+^ cells is expected due to the maturing mesodermal state. *n* = 176 structures, 6 independent experiments. Scale bar, 20 µm. **b**, Angular distribution (left) of CER1^+^ cells relative to T^+^ cells (right; single section on the top and 3D projection on the bottom). Each vector represents the angle for one CER1^+^ cell. The vector length corresponds to the distance between a CER1^+^ cell and the midpoint of the bisecting line (dashed line). Scale bar, 50 µm. **c**, Phenotype frequencies after LDN or BMP4 treatments (left) and the corresponding representative structures (right). Control (*n* = 160), LDN 1 µM (*n* = 64), LDN 2 and 4 µM (*n* = 104), BMP4 100 ng ml^−1^ (*n* = 67) and BMP4 200 and 400 ng ml^−1^ (*n* = 90). Three or more independent experiments (per group) specific to the H9 background are presented in the graph. Six or more total experiments were conducted across different genetic backgrounds. Mean ± s.d. Post-hoc Dunnett’s multiple comparison test, one-way ANOVA. *P* values are shown in the figure. Each dot represents an independent experiment. Scale bar, 20 μm. **d**, T expression in D6 hEE. The zoomed-in images highlight T^+^, NCAD^+^ and SNAI1^+^ cells (arrowheads). The double-headed arrowheads show nuclear reorientation of T^+^ and SNAI1^+^ cells. The white and red dashed lines enclose epiblast-like and hypoblast-like regions, respectively. *n* = 20/53 T^+^ structures, 4 experiments. Scale bar, 20 μm. **e**, SNAI^+^ cells are peripheral to the inner compartment (white box), show downregulated E-cadherin (ECAD), breach the basement membrane (laminin; arrowheads) and focally migrate from the epiblast-like compartment. *n* = 32/55 T^+^ structures, 3 experiments. Scale bar, 20 μm. **f**, Principal curves of hallmark gastrulation markers over pseudotime (post-implantation epiblast-like to primitive streak-like to mesoderm-like states) in hEEs. PC, principal component. Dashed red line indicates PC, grey background indicates LOESS function (locally estimated scatterplot smoothing). **g**, Proposed mechanism of early human development as modelled in hEEs. Also note Fig. 2d for observed spontaneous heterogeneity in the amnion-like specification in hEEs. CTB, cytotrophoblast. Illustrations in **g**, credit: A.L. Cox. Source Data

## Progression from AVE to amnion induction

Hypoblast-like cells are unlikely to represent the sole regulator of tissue patterning and organization. Indeed, the amnion has recently been proposed as a second signalling hub for mesoderm formation and gastrulation in primate embryos^34^. As late-state amnion induction is expected to operate through BMP signalling, we cultured hEEs in the presence of the BMP antagonist LDN and found that a significant majority of hEE structures downregulated ISL1 and T (Fig. 4c). By contrast, BMP4 supplementation increases the expression of both markers and expectedly favours ISL1 in a dose-dependent manner (Fig. 4c). Moreover, the high co-expression of *ISL1* and *BMP4* within hEE amnion cells supports the notion that this lineage may emerge to stabilize embryonic mesoderm differentiation within hEEs (Extended Data Figs. 4f,g and 9a). 

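Among amnion-like cells of D6, 4.61% [3.33, 6.20] had a UMI of both *ISL1* and *BMP4*, where independent detection would give 1.67%. After thinning the share was 0.787% [0.317, 1.61], against 0.276%. Without integration the thinned share was 7.69%. In PI-Epi-like cells of D6 both genes were found in 0.0537% of cells, at a median depth of 14502 UMIs against 13160 in amnion-like cells, and in none after thinning. At D4 both were found in 0 of 126 amnion-like cells, which allows a share of up to 2.38%.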

The requirement of BMP4 for mesoderm formation appears to be conserved across species, but in mice stems from the trophoblast-derived extra-embryonic ectoderm^44^, not the amnion. The absence of trophoblast derivatives in our hEE system supports the existence and function of human-specific alternative signalling centres that induce gastrulation patterning in a stepwise manner.

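Amnion-like cells made up 1.38% [1.15, 1.64] of kept cells at D4 and 8.81% [8.27, 9.38] at D6, a log2 ratio of 2.68 [2.41, 2.96]. At resolution 2.0 and without integration, their number at D6 fell from 890 to 93 and 91, with none at D4 under either, so the size of the class depends on the clustering. AVE-like cells made up 5.07% [4.63, 5.54] at D4, or 464 cells, and 2.25% [1.97, 2.56] at D6, a log2 ratio of −1.17 [−1.41, −0.94]. Under 2 alternatives that ratio turned. At resolution 0.5 it was 1.38, with 536 AVE-like cells at D4 and 1539 at D6, and without integration it was 0.23, with 424 and 547. The unnamed clusters led by *NPPB* and by *FGFBP3* fell from D4 to D6 by log2 ratios of −1.24 [−1.43, −1.04] and −3.02 [−3.40, −2.66].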

Our scRNA-seq data also show a consistent rise of the amnion subpopulation within hEEs as the AVE-like hypoblast subpopulation dissipates (Fig. 2a and Extended Data Figs. 3a and 9a). This dynamic suggests that ISL1^+^ late-state amnion cells in hEEs most likely emerge after local release from AVE-controlled BMP antagonism, possibly to amplify BMP pathway activity as a second source for secreted ligands (Extended Data Fig. 9b,c). In support of this hypothesis, the hEEs generated from *CER1*;*LEFTY1* double knockout hPS cells produce a higher fraction of ISL1^+^-only structures (Extended Data Fig. 9d). Of note, CER1 has been previously shown to have widespread expression throughout the hypoblast of peri-implantation-stage primate embryos^30,32,45^. On the basis of our result, we surmise that early BMP antagonism may counteract amniogenesis until the appropriate time in human development, after which the amnion is locally induced to consolidate the primitive streak through positive feedback, as suggested in non-human primates^34^.

Overall, these data suggest that hEEs are formed via the timely and balanced action of restrictive and inductive signals, each sourced within distinct extra-embryonic and embryonic subpopulations to act as gatekeepers in the organization of human developmental patterning.

## Hallmarks of human early gastrulation

After establishing that hypoblast-like and amnion-like lineages are efficiently induced as part of hEE differentiation, we explored their ability to recapitulate early gastrulation dynamics. We identified that by D6, some cell populations that differentiated from an epiblast-like to mesoderm-like state had done so through an epithelial-to-mesenchymal transition (EMT). In particular, we found that asymmetrically localized T^+^ cells downregulate E-cadherin (encoded by *CDH1*) and upregulate N-cadherin (encoded by *CDH2*) and SNAI1 and SNAI2 (hereafter, SNAI), classic molecular markers associated with this process (Fig. 4d,e and Extended Data Fig. 10a). 

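PI-Epi-like, primitive streak-like and mesoderm-like cells of both days were ordered by their first principal component, which took 2.51% of the variance, and the order was divided into 5 bins of equal width. The first bin held 6923 cells, of which 158 were primitive streak-like and the rest PI-Epi-like. The next held 331 cells, among them 112 primitive streak-like cells, so the order did not part most of that class from PI-Epi-like cells. The last 3 bins, of 35, 63 and 30 cells, were almost wholly mesoderm-like. *CDH1* (ENSG00000039068), which encodes E-cadherin, fell along the bins from 63.5 to 52.1, 9.92, 5.18 and 2.50 CPM, the last from 1 UMI. Its log2 ratio of the last over the first bin was −4.67 [−9.97, −2.19], and it moved furthest, to −4.57, with the named genes among the variable genes. *CDH2*, which encodes N-cadherin, rose from 24.1 to 205 CPM, a log2 ratio of 3.09 [2.76, 3.41]. *VIM* rose from 736 to 3474 (2.24 [2.16, 2.31]). *SNAI2* rose from 0.240 to 37.5 (7.29 [6.26, 8.27]), and *SNAI1* from 4.14 to 17.5, after a peak of 25.8 in the third bin. The mesoderm genes *HAND1* and *LHX1* had log2 ratios of 10.47 [9.94, 11.03] and 9.92 [9.58, 10.28]. *TBXT* was highest in the second bin, at 11.6 CPM. Its log2 ratio of the last over the first bin, 3.60 [0.51, 5.54], turned to −0.69 when as many PI-Epi-like cells were used as cells of the other two classes, a choice made after the order had been seen.

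**Figure D10:**
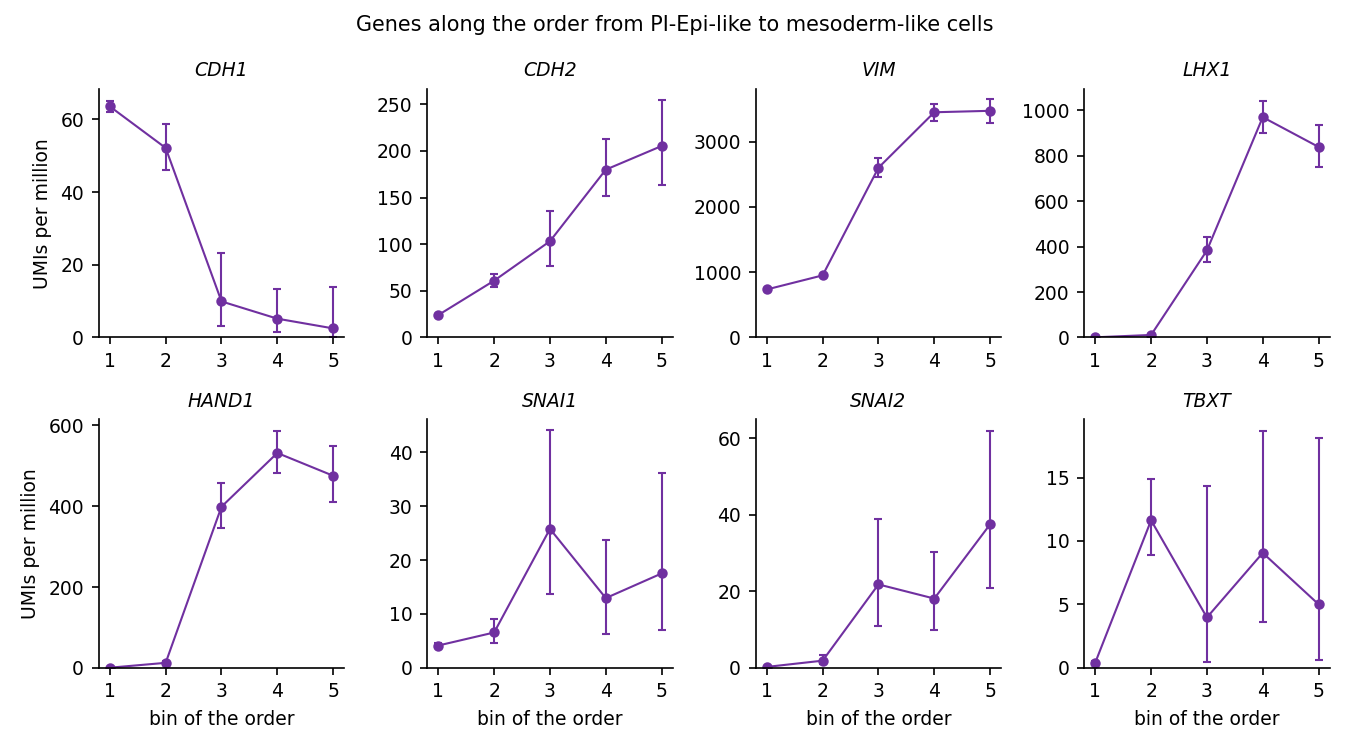
Level in CPM (vertical axes, from 0) of 8 genes in the 5 bins of the order from PI-Epi-like to mesoderm-like cells (horizontal axes), with exact Poisson 95% intervals. *CDH1* falls from 63.5 to 2.50 while *CDH2* rises from 24.1 to 205.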

Pseudotime and trajectory inference analysis of our PI-Epi, primitive streak-like and mesoderm-like transcriptional states confirmed that the transcriptional dynamics of epithelial-to-mesenchymal transition are also recapitulated as part of this differentiation process (Fig. 4f and Extended Data Fig. 10b).

Morphologically, E-cadherin^−^N-cadherin^+^SNAI^+^ cells exist in the periphery of the epiblast-like domain and appear to breach the basement membrane as part of a focal migration from the embryonic compartment into the space between it and the hypoblast-like outer later (Fig. 4e). Live imaging of hEEs revealed that these cells also undergo a reorientation in cell shape towards a mesenchymal morphology (Extended Data Fig. 10c; also shown in Fig. 4a,d and Extended Data Fig. 10a). We also subjected D4 structures to 24 h of treatments (to avoid confounding effects of these perturbations on earlier differentiation steps; see Fig. 3) of selective BMP, WNT, NODAL or FGF pathway inhibitors to explore their influence within this window (Extended Data Fig. 10a). All treatment groups significantly blocked T expression, consistent with the collective roles of these pathways in initiating symmetry breaking in mouse and non-human primates^32,46^ (Extended Data Fig. 10a). Conversely, OTX2 expression, an early marker for anterior domains in mouse^47^, did not exhibit any notable responsiveness to inhibitor treatments within the T^−^ inner compartment (Extended Data Fig. 10d). Together, we conclude that the spatiotemporal co-activity of signalling molecules in hEEs leads to subsequent patterning events that mirror both unique and conserved aspects of human perigastrulation.

## Discussion

Here we report a new in vitro approach that efficiently self-assembles to recapitulate key hallmarks of human perigastrulation, including the initial specification of epiblast and hypoblast lineages and subsequent epiblast patterning (Fig. 4g). hEEs achieve these transitions in the absence of trophectodermal cell types, and they represent an ethical opportunity to model the complex interplay between extra-embryonic endoderm and embryonic lineages as they coordinate early human development. Our data demonstrate that to capture the multi-lineage differentiation dynamics in hEEs, the starting hPS cell population must be in the intermediate (formative-to-primed) pluripotency state. As naive pluripotent stem cells have previously been shown to produce blastocyst-stage endoderm progenitors^22^, the limitation of these cells to proceed directly into hEE-like states probably reflects challenges to recapitulating dynamic signalling requirements in vitro, similar to previous observations^19^. The form and function of extra-embryonic endodermal states may change as cells transit through distinct stages of pluripotency, with potential sequential differentiation waves.

Historically, primed hPS cell-derived embryoid bodies permit primitive germ and limited extra-embryonic lineage differentiation, but aggregate assembly and subsequent differentiation are generally chaotic and disorganized, bear little relation to that of the in vivo human embryo, and occur in the absence of an embryo-like shape or patterning^48^ (Supplementary Table 4). By contrast, hEEs offer spatially and temporally organized 3D model generation, allowing researchers to capture multiple complex and interdependent cell-state transitions in a human-specific context. In hEEs, the ISL1^+^ late-state amnion induced by the hypoblast-produced and/or human trophoblast stem cell-produced BMPs lends substantial insights into how the proximodistal axis may form in vivo. However, our current suspension culture protocol leads to a considerably higher ratio of hypoblast-like cells (that expands to surround the inner epiblast-like compartment), which may trigger accelerated signalling and imbalanced lineage representation towards BMP-induced late-state amnion and away from early amnion cell types. 

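Among the kept cells of the D4 library there were 1.21 [1.16, 1.26] of the hypoblast lineage for each of the embryonic lineage, from 4737 and 3917 cells. At D6 there were 0.715 [0.686, 0.744], from 4038 and 5651 cells. By the paper's account, the outer layer took longer to dissociate. At D4 hypoblast-like cells were also shallower than PI-Epi-like cells, with medians of 10615 and 14813 UMIs. The lineages may therefore have been recovered unequally, and these ratios need not be those of whole hEEs.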

We found transcriptional overlap between our in vitro-derived hypoblast-like cells and comparable signatures recovered from human and non-human primate embryos, but epigenetic features that do not deviate considerably from hEPS cells themselves. The seeming inability for hEPS cells to capture the dynamic epigenetic events that co-occur during implantation may reflect an additional feature for future optimization, as could efforts to examine how our current findings relate to the remarkable interconvertibility between embryonic definitive endoderm and extra-embryonic visceral endoderm (VE) lineages that have been identified in mice^24,25,49,50^.

Our hEE system enables careful and dynamic dissection of early embryonic cell types as they shape the early human conceptus. We define the presence of embryonic organizers, from the initial hypoblast to the late-state amnion, and pinpoint key interactions between these cell types as they orchestrate complex aspects of symmetry breaking and morphogenesis. Our results are also consistent with earlier observations made in non-human primate embryos and human stem cell cultures, but enable exploration of human-specific mechanisms through a 3D reconstruction of early human embryonic development. Together, our new platform showcases new opportunities to address unexplored stages of human development in a manner that considers multiple essential parameters, from gene expression to spatial patterning. The ability to reconstitute these processes in vitro may offer new paths for biomedical research that help to overcome scant sample availability and ethical limitations on human embryo research.

## Methods

### Data reporting

No statistical methods were used to predetermine sample size. The experiments were not randomized and the investigators were not blinded to allocation during experiments and outcome assessment.

### Ethics statement

Stem cell-derived multicellular structures described in this study were analysed for and show no evidence of cell types associated with the extra-embryonic trophoblast lineage, which are required for implantation. These multicellular structures do not grow further and are not equivalent to the in vivo human embryo. As they lack trophoblast cell types, they are considered non-integrated embryo models and are not considered as a human embryo according to the International Society of Stem Cell Research (ISSCR). The stem cell research was subject to review and all experiments were approved from the Embryonic Stem Cell Research Oversight Committee (ESCRO) of Yale University, in compliance with the ISSCR 2016 and 2021 guidelines as well as the Connecticut state policies. All experiments on mice were regulated following ethical review by the Yale University Institutional Animal Care and Use Committee. All experiments followed all relevant guidelines and regulations.

### Human cell lines

The hPS cell lines utilized in this study include: RUES2 wild type, RUES2-GLR, RUES2–SMAD1–RFP;H2B–mCitrine^51^, RUES2–CER1;LEFTY1 double knockout RUES2 hPS cells^52^ (provided by A. Brivanlou, The Rockefeller University), ESI017 (ESI BIO), TCF/Lef:H2B–GFP H9 (ref. ^53^) (provided by R. Russe, Stanford University) and H9 (WiCell). Human trophoblast stem cells^26^ (TSCs; TS^CT^) were provided by H. Okae and T. Arima (Tohoku University Graduate School of Medicine). The human endometrial epithelial line was provided by H. Taylor (Yale University)^54^. Each of these cell lines tested negative for mycoplasma contamination, which was monitored on a bimonthly basis (MycoScope PCR Mycoplasma Detection Kit).

### Reproducibility by human cell line genetic variability

Experiments presented in this study were repeated with three different genetic backgrounds of hPS cells (RUES2, ESI017 and H9), over more than six experimental repeats per cell line used. Reproducibility of hEE generation was verified in all hPS cell lines with a yield ranging from approximately 74% to 84% of all aggregates that generated clear embryonic-like and extra-embryonic-like compartments with downstream cavitation and symmetry breaking. It is noted that, under the same experimental conditions, amnion differentiation yields are higher in the H9 background than in the RUES2 and ESI017 backgrounds. In addition, the in vitro developmental timeline can vary ±24 h among different genetic backgrounds of hPS cells (see Supplementary Data Table 2).

### Cell culture

All hPS cell lines were cultured in 37 °C in 5% CO_2_ on mitotically inactivated CF-1 mouse embryonic fibroblasts (MEFs). RSeT hPS cells were cultured in the commercially available medium (STEMCELL Technologies) as per the manufacturer’s instructions, were passaged once domed colonies had formed and medium was changed daily. The hEPS cells were cultured in human expanded potential-complete media (hEP-LCDM media) as previously described^18^, with addition of 1 µM of the WNT inhibitor IWR-1 and 2 µM ROCK inhibitor (Y27632) (hEP-LCDMYI). The naive PXGL hPS cells were cultured as previously described^19^. Human TSCs were cultured in conditions as previously described^26^. All cells were passaged or used for generation of the human extra-embryoid once they reached 80% confluency. Note that no hPS cell line beyond passage number 70 was kept in culture nor used for hEE generation.

### Generation of multicellular aggregates (hEEs) in 3D

The experiment was performed in AggreWell plates^55,56^. The hPS cells were dissociated into single cells with Accutase (Thermo Fisher Scientific) incubation at 37 °C for 3–4 min. Cells were pelleted by centrifugation for 3 min at 1,000 rpm and resuspended in RSeT, hEP-LCDMYI or PXGL media (see above). MEFs were depleted on gelatin-coated plates at 37 °C in 5% CO_2_ on gelatinized tissue-culture-grade plates for approximately 30 min. The cell mixture was then resuspended in spontaneous differentiation medium (SDM). SDM is prepared as follows: 50% of MEF-conditioned medium (see the section ‘MEF-conditioned medium generation for SDM’) and the remaining 50% is added with the medium base, which consists of a 1:1 mixture of DMEM/F12:neurobasal (cat. no. #11330-032), 0.5% N2 supplement, 1% B27 without vitamin A supplement, 1% 100X GlutaMAX, 1% 100X MEM nonessential amino acids, 0.2% 50 mM β-mercaptoethanol (all Gibco), 1% 10,000 U ml^−1^ penicillin–streptomycin (Thermo Fisher Scientific) and 5% knockout serum replacement (Thermo Fisher Scientific).

Single cells resuspended in SDM, counted and added dropwise to the AggreWell 400 format (7,200–12,000 cells total (6–10 cells per microwell) for RSeT; 7,200–12,000 cells total (6–10 cells per microwell) for PXGL-partially capacitated; and 6,000–7,200 cells total (5–6 cells per microwell) for hEPS cell). SDM was supplemented with 5 µM of ROCK inhibitor (Y27632) for the first 24 h of aggregation. On D3 and onwards, the medium was changed to mIVC2 medium (as previously described^15^). The aggregation experiment was performed in 37 °C in 5% CO_2_ and 5% O_2_. We observed that beyond culture D6–D8, multicellular structures did not exhibit spontaneous lumen progression, and overall became disorganized, potentially owing to a lack of supportive environment from other lineages that are not present within this system. Where indicated, 5% Matrigel (Corning) was added to the SDM or mIVC2 media for aggregation of hPS cells.

### MEF-conditioned medium generation for SDM

Two million mitotically inactivated CF-1 MEFs (Gibco) were seeded onto a 100 × 15 mm Petri dish (Corning) and cultured in medium that consisted of: DMEM (cat. no. #11995-040) with 18% inactivated FBS (Gibco), 1.2% 10,000 U ml^−1^ penicillin–streptomycin (Thermo Fisher Scientific), 1.2% 100X Glutamax, 1.2% MEM nonessential amino acids, 1.2% 100 mM sodium pyruvate and 0.24% 50 mM 2-mercaptoethanol (all Gibco). Of conditioned medium, 7–10 ml was collected every 3 days. A maximum of three batches were collected per dish.

### Co-culture with hTSCs and human endometrial cell line

hEEs at D4 or D5 were transferred to 2D human endometrial cells (data shown in Extended Data Fig. 2d) or hTSCs (data shown in Extended Data Fig. 5d) on optic-grade Ibidi plates (Ibidi USA). For this, hEEs growing within the AggreWell were collected by pipetting and transferred to a 35-mm dish where they were individually picked by a Pasteur pipette and transferred onto endometrial or hTSCs. Co-culture was done at 37 °C in 5% O_2_ for 24–48 h and fixed for further processing. For 3D co-culture with hTSCs (data shown in Extended Data Fig. 2b), hTSCs were dissociated into single cells using TypLE express for 7 min at 37 °C followed by neutralization with serum-containing medium. hTSCs were centrifuged for 1 min followed by resuspension in mIVC2 medium. hTSCs were added dropwise onto D5 hEE aggregates in AggreWell 400 (5–10 hTSCs per microwell, 6,000–12,000 total). 3D co-culture was performed for 24 h and fixed the following day for further processing.

### Capacitation (formative pluripotency transition)

Naive PXGL capacitation experiments and medium conditions were performed with a previously published protocol^19^ with slight modifications. In brief, naive PXGL hPS cell colonies were dissociated into single cells with Accutase (Thermo Fisher Scientific) incubation at 37 °C for 3 min. Cells were pelleted by centrifugation for 3 min at 1,000 rpm and resuspended in naive PXGL medium. MEFs were depleted at 37 °C in 5% CO_2_ for approximately 40 min on gelatinized tissue-culture-grade plates. Geltrex-coated plates were prepared with 1:30 Geltrex in DMEM and incubated for 30 min at room temperature followed by 1 h at 37 °C. Next, naive hPS cells were collected and resuspended in naive PXGL medium supplemented with 10 µM ROCK inhibitor (Y27632) and plated on Geltrex-coated plates. After 48 h, hPS cells were washed once with DMEM/F12 supplemented with 0.1% BSA. Capacitation was performed in N2B27-based medium supplemented with the WNT inhibitor XAV939 (2 µM; Sigma-Aldrich) as previously indicated^19^. N2B27-based medium contains 1:1 mixture of DMEM/F12 neurobasal, 10% B27, 5% N2, 10% 100X Glutamax and 1% 50 mM β-mercaptoethanol (all Gibco). The medium was renewed every day. Cells were partially capacitated until D5 before being used for the generation of hEEs as described in the section ‘Generation of multicellular aggregates (human extra-embryoids) in 3D’. The highest potential for the hEE generation from partially capacitated PXGL cells was observed on D5 of the naive-to-primed transition. Beyond D5, this ability rapidly declined similarly to what is observed for conventional primed hPS cells.

### Signal modulation experiments

For functional experiments presented in Figs. 2f, 3f–i, 4c and Extended Data Figs. 6g,h,j and 10a,d, the following treatments were used: 10 µM SB431542 (STEMCELL Technologies), 1 µM XAV-939 (Sigma-Aldrich), 3 µM IWP-2 (Tocris), 10 µM PD0325901 (STEMCELL Technologies), 100 µM SU5402 (R&D systems), 1, 2 or 4 µM LDN (Sigma-Aldrich), 350 ng ml^−1^ Noggin (R&D systems), 100 or 200 ng ml^−1^ recombinant human BMP2 protein (Peprotech), 100, 200 or 400 ng ml^−1^ BMP4 (Fisher Scientific), and 100 or 200 ng ml^−1^ BMP7 (Peprotech). Subsequent medium changes were performed daily with the same concentration in the respective medium.

### FACS

Organized D3 or D4 hEEs were collected by pipetting from AggreWells and washed twice with PBS–0.1% BSA. Following this, hEEs were dissociated into single cells with TryplE incubation at 37 °C for 5 min. After gentle pipetting, TryplE was inhibited with PBS–0.1% BSA and cells were pelleted by centrifugation for 3 min at 1,000 rpm. The single-cell dissociation was confirmed by using a haemocytometer and cells were resuspended in PBS–BSA before being resuspended in FACS buffer and filtered through a mesh into a FACS tube. FACS sorting (S3e Cell Sorter; 1451005, Bio-Rad) was performed to collect SOX2–mCitrine^+^ and SOX17–tdTomato^+^ cells in mIVC2 medium before being used for experiments. For the expansion culture of sorted hEE hypoblast cells (shown in Fig. 1j), a naive primitive endoderm expansion protocol^22^ was applied.

### Co-culture of primed hPS cell aggregation with FACS-sorted hEE hypoblast cells or differentiated definitive endoderm

SOX17–tdTomato^+^ cells were FACS-sorted from D3 or D4 hEEs as described above and primed hES cells (grown under mTeSR conditions (STEMCELL Technologies)) were differentiated to definitive endoderm using a published protocol^21^. Of sorted or differentiated cells, 18,000 cells were mixed with 6,000 hPS cells grown under mTeSR conditions (STEMCELL Technologies) and added dropwise to one well of AggreWell 400. The standard hEE aggregation protocol was followed for both the strategies as described in the section ‘Generation of multicellular aggregates (human extra-embryoids) in 3D’.

### Chimera assay

Mouse embryos at the two-cell stage were recovered from 5–6-week-old CD1 females that were superovulated by injection of 7.5 IU of serum gonadotropin from pregnant mares (ProSpec) followed by 7.5 IU of human chorionic gonadotropin (Sigma) after 48 h and were mated with 8–12-week-old CD1 males. Embryos were recovered in M2 medium (Sigma) by flushing the oviduct. After transferring to KSOM (Millipore), the embryos were cultured in the incubator at 37 °C in 5% CO_2_ for approximately 60 h until they reached early blastocyst stage (E3.25 or E3.5). On the day of injection, D3 or D4 hEEs were collected, washed with PBS and incubated with TrypLE at 37 °C for 5 min. SOX17–tdTomato^+^ cells were sorted via FACS (as described above) and 5–10 cells were microinjected into the mouse early blastocyst cavity and cultured overnight in KSOM at 37 °C in 5% CO_2_ before immunostaining. For postimplantation stages, pseudopregnant surrogates were prepared by mating CD-1 female mice in oestrus with vasectomized Swiss-Webster strain male mice. Approximately 15 injected embryos were transferred to each uterine horn of 2.5-day pseudopregnant surrogates. Surrogates were killed 2 days post-transfer and uteri were recovered for postimplantation embryo dissection from deciduae in a HEPES-buffered medium. The same protocol applied for SOX17–tdTomato^+^ cells derived from primed hPS cells (grown under mTeSR conditions (STEMCELL Technologies)) definitive endoderm differentiation. For definitive endoderm differentiation, we applied a previously published protocol^21^. In our hands, definitive endoderm differentiation efficiency was found around 50–70% as judged by SOX17–tdTomato^+^ induction. All mice were maintained in accordance with national and international guidelines. All experiments have been regulated following ethical review by the Yale University Institutional Animal Care and Use Committee. All experimental mice were maintained in specific pathogen-free conditions on a 12–12-h light–dark cycle temperature-controlled facility with free access to water and food, and used from 5–6 weeks of age. For animal experiments, no randomisation or blinding was performed. 

### Immunofluorescence staining

Immunoflourescence was either performed on bulk or selected groups of multicellular aggregates. Aggregates were fixed in 4% paraformaldehyde for 20 min at room temperature. After fixation, aggregates were washed with 1× PBS–0.05% Tween-20 and permeabilized using 1 mM glycine and 0.3% Triton X-100 in PBS for 20 min at room temperature on a rocking platform. Subsequently, primary antibody incubation was performed overnight at 4 °C in blocking buffer (PBS containing 10% FBS and 10% Tween-20). The next day, the structures were washed with 1× PBS-T, then incubated overnight at 4 °C with secondary antibodies diluted in blocking buffer. On D3, structures were washed with 1× PBS–1% BSA and finally transferred into 1× PBS–1% BSA drops within 30-mm mineral oil-filled (Sigma) glass bottom microwell dishes (MatTek Corporation) before confocal imaging. All antibodies used in this study are listed in Supplementary Table 5.

### Image data acquisition and processing

Samples were imaged with the Leica STELLARIS 5 microscope in tilescan mode, using a HC PL APO CS2 ×40/1.10 water objective, lateral pixel size of 0.569 µm, a Z-spacing of 2–3 µm and appropriate laser and filters for Alexa 405, Alexa 488, Alexa 546 and Alexa 633 or combinations thereof. Single zoomed-in sections were imaged with a Z-spacing of 2 µm and line averaging of 3 for all filters except Alexa 405. The Z-compensation parameters were kept consistent for the respective filters.

### Image analysis

#### Estimates of cell number

Images were acquired with 2-μm Z-separation. Estimated cell numbers within the inner embryonic and outer extra-embryonic compartments were acquired using a Fiji (version 1.53t Java 1.8.0_322 (64-bit)) plugin called Object Scan from the Gurdon Institute (Cambridge, UK). Object Scan generates estimated outlines around individual cells within an aggregate. These outlines were verified manually after each aggregate to ensure each cell was accounted for. The automated cell number estimates from Object Scan were adjusted accordingly after manual verification of cell number. Estimated cell numbers were obtained from the SOX2^+^ inner compartment and SOX17^+^ outer compartment from the surface of the aggregate as deep into the aggregate as signal can still be visualized.

#### Size quantification

Size quantifications of the SOX2^+^ inner compartment and the total aggregate were obtained using Fiji software (version 1.53t Java 1.8.0_322 (64-bit). An outline was drawn around the SOX2^+^ inner compartment and the whole aggregate at the mid-Z-section of a single plane. The area measurement of each outline was acquired for both the SOX2^+^ inner compartment and the total aggregate.

#### CER1 and T expression patterning quantification

For CER1 and T expression patterning quantification presented in Extended Data Fig. 8e, a combination of 3D projection, max intensity projection and single sections on the Leica software (version 3.7.6.25997) were used to determine the spatial relationship between CER1 and T. Only the CER1 signal in the outer hypoblast-like region was considered, as the CER1^+^ signal in T^+^ cells is expected as part of mesodermal differentiation.

#### Angle quantification

For 2D angle quantification presented in Fig. 4b, Leica software (version 3.7.6.25997) was used to quantify the angular distribution of CER1^+^ cells bisecting high and low T^+^ cells in the epiblast-like domain in 2D space. A line was drawn to separate the high from the low T^+^ domains in the epiblast-like region. A vector including the bisecting T^+^ gradient line and one CER1^+^ cell along with the angle measurement of the vector was generated by the software. Finally, the vector plot was generated by the ‘plotly’ package in R studio (R version 4.1.3). For the 3D angle quantification in Fig. 4b, the 3D viewer on Imaris software (Imaris ×64 10.0.0) was used to mark CER1^+^ cells in the hypoblast-like region. CER1^+^ cells were connected to each other using vectors, and angle measurements were taken using the angle measurement function on Imaris software. T^+^ high and low regions were determined using the Fire intensity gradient LUT on Fiji.

#### Diameter measurement

For measuring the diameter of hEEs in Extended Data Fig. 1c, Leica software was used to define the length and height of the mid-Z-plane of each structure. The height axis orientation of each hEE was determined by the shortest distance of the acentric, inner compartment to the outside of the hEE. Once the height axis is assigned, the height axis is the longest distance across the structure. The length axis is the longest distance across the structure perpendicular to the height axis.

#### Image processing

Images were processed in Fiji Image J open access software (1.53t Java 1.8.0_322 (64 bit)) or Leica Application Suite X (3.7.6.25997). Figures 2d,e and 4b,d and Extended Data Fig. 5b,c were processed using the Fire intensity gradient LUT; Figs. 1g and 3a and Extended Data Fig. 6a,i using smart LUT; Figs. 3e and 4e using the Green Fire Blue intensity gradient; Fig. 4d and Extended Data Fig. 10a using the Magma intensity gradient; Extended Data Fig. 6f using Orange hot in Image J Fiji; and Extended Data Fig. 10d using the rainbow gradient spectrum on Leica Las X software. Finally, kymographs in Extended Data Fig. 6c were generated using Fiji (version 1.53t Java 1.8.0_322 (64 bit).

#### SMAD nuclear fluorescence intensity quantification

Nuclear segmentation masks of the epiblast-like compartment of the hEE were generated using Ilastik software (Ilastik-1.4.0). Ilastik was trained to distinguish nuclear from cytoplasmic signal from top, middle and bottom sections for three structures. Once Ilastik could accurately distinguish the cytoplasmic from the nuclear signal, nuclear segmentation masks were generated for the full image sequence of each structure. The nuclear segmentation masks for each section of each structure (approximately 20 sections per structure) was overlaid onto the ISL1 and SMAD channels and the raw integrated density and area measurements were obtained for each nuclear segmentation of the inner compartment using a macro on Fiji. Fluorescence intensity was determined by raw integrated density divided by area. ISL1^+^ and ISL1^−^ cells were distinguished by determining the lowest fluorescence intensity signal in ISL1^+^ analysed cells. All cells above this threshold (600 raw integrated density per area) were classified as ISL1^+^ and all cells below were classified as ISL1^−^.

#### Nuclear circularity measurement

Nuclear circularity measurements of ISL1^+^ only, SOX2^+^ only and ISL1^+^SOX2^+^ cells in Extended Data Fig. 4c were quantified by their respective aspect ratios. The length and height measurements of the mid-section of hEEs were determined using Leica software (version 3.7.6.25997). Height of the nucleus was determined by the longest distance across the nucleus parallel to membrane staining (N-cadherin and F-actin) and perpendicular to the central cavity of the hEE. This axis was also based on the apical and basal orientation of the cell (refer to Extended Data Fig. 4c). The length axis is the longest distance across the nucleus perpendicular to the height axis. ISL1^+^SOX2^+^ were classified by cells with approximately equal fluorescence intensity values for SOX2^+^ and ISL1^+^ signals. Nuclei that were only partially visible on the mid-section of the hEE were excluded from nuclear circularity measurement. Over 70% of cells in the inner compartment in a single plane were accounted for.

### Timelapse live imaging

Confocal timelapse imaging during hEE development, generated from RUES2-GLR hPS cells, was performed using a Leica STELLARIS 5 microscope using a ×10 or ×40 objective and appropriate laser and filters for Alexa 488, Alexa 546 and Alexa 633 or combinations thereof. The structures were imaged at 10–20-min intervals in 40-μm zoomed-in image stacks of 2-μm *z* planes for at least 16 h in on pre-treated Ibidi dishes (Ibidi), under a humidified chamber at 37 °C and 5% CO_2_.

### Single-cell isolation of human extra-embryoids for scRNA-seq

hEEs that exhibited inner and outer compartment organization under brightfield microscopy were collected for single-cell isolation on D4 and D6. These were generated from independent hEPS cell cultures—different clones and passage numbers from the same genetic background (ESI017)—induced into hEEs in two individually prepared AggreWells, for a total of four AggreWells (and two independent experimental replicates) per timepoint. Same timepoint wells were then pooled for disassociation to account for potential batch-level experimental variation in hEE progression. Roughly 200–300 aggregates per timepoint were serially washed through several drops of PBS supplemented with 0.1% BSA before incubation in 200 ml TrypLE (Gibco) at 37 °C for 15 min. Structures were dissociated by pipetting under a stereomicroscope at 5-min intervals and returned to incubation until a predominantly single-cell suspension was confirmed. Although the epithelial cells of the internal compartment dissociated readily, additional time was required to fully dissociate cells in the outside layer due to the appearance of a more extensive extracellular matrix. Once dissociated, cells were collected in 1 ml 0.1% BSA in PBS, filtered using a FlowMi cell strainer (40 mM; Scienceware) and centrifuged for 5 min at 1,000 rpm. After two washes, single-cell suspensions were resuspended at a set volume, counted using a standard haemocytometer and adjusted to 1,000 cells per microlitre. Single cells (*n* = 16,500) for each timepoint were loaded onto a Chromium Controller (10X Genomics) to generate single-cell transcriptomes using the Chromium Next GEM Single Cell 3′ platform according to the manufacturer’s protocol (10X Genomics) and sequenced to more than 300 million read pairs on an Illumina NovaSeq 6000. Before more detailed analyses, the overall runs were validated according to the initial CellRanger outputs, including approximately 30,000 mean transcripts per cell and 3,800 median genes per cell. The overall fraction of transcripts represented by mitochondrial genes was less than 5%. A total of 22,054 cells were obtained for D4 and D6 aggregates. D4 aggregates consisted of 10,826 cells, and D6 aggregates comprised 11,228 cells.

### scRNA-seq data analysis

After initial validation of the library quality, preliminary clustering and filtering steps were taken to identify and eliminate library preparation and sequencing artefacts. These included the removal of cells with more than 10% mitochondrial transcript counts to discard non-viable cells (1,493 cells removed, 6.7% of total), more than 27,500 transcript counts to remove likely doublets (1,069 cells, 4.8% of total) and less than 3,430 transcripts to remove low-quality cells (2,013 cells, 9.0% of total). A total of 19,247 cells were preserved at this stage, corresponding to 85.8% of total cells. Data for D4 and D6 were processed separately using the Seurat (v.4.3.0) package in R (v.4.2.3). Processing steps included library log normalization, data scaling and linear dimensionality reduction through principal component analysis using the 2,000 most highly variable genes in the sample, identified with a variance stabilizing transformation. We used the UMAP algorithm for reduction into two or three dimensions. After calculating cell cycle scores for single cells based on the expression of canonical proliferation markers for S and G2M phases using the CellCycleScoring function in Seurat, we used a regression model to reduce variance derived from cell cycle differences during data scaling, then repeated the dimensionality reduction steps described. All pre-processing was performed with default parameters unless specified. We observed a high degree of separation between D4 and D6 samples in the low-dimensional projection, suggesting potential experimental variation. To address this, we performed data integration using reciprocal principal component analysis (RPCA) to correct technical variance in a conservative manner that aims to preserve timepoint-specific transcriptional states. These integrated data were re-processed as previously described.

For our initial cell-type classification, we used reference label transfer to in vivo embryo data from Xiang et al.^15^, which confidently split hEE data into two populations associated with either epiblast or hypoblast states. hEE cells separate readily into these two compartments, which accounts for the major source of variation within the hEE dataset (extra-embryonic versus embryonic identity was captured in principal component 1 and explains 12.6% of total variance, compared with 1.17% for principal component 2). To perform higher-resolution subclustering, we subset these compartments and subjected them to independent subclustering and quality control of communities with abnormal quality metrics. This final round of quality control preserved 18,042 cells, corresponding to 81.8% of total cells. These subcluster annotations were then used to describe the complete data, as reported in Fig. 2a.

Pseudotime and trajectory inference analyses were performed using Slingshot^57^ (v.2.7.0) for principal curve calculation; SingleCellExperiment^58^ (v.1.12.0) and scater^59^ (v.1.26.1) were used for gene expression visualization over pseudotime (Fig. 4f and Extended Data Fig. 10b). The data were subset to cell types potentially undergoing epithelial-to-mesenchymal transition (PI-Epi, primitive streak-like and mesoderm-like) for this analysis. PI-Epi cells were randomly downsampled for visualization purposes (7,332 down to 387 cells, equivalent to the sum of primitive streak-like and mesoderm-like cells). The principal curve was then traced over the first two principal components to infer pseudo-temporal organization.

We used the AddModuleScore function in Seurat to calculate gene module scores for primitive and definitive endoderm markers (Extended Data Fig. 3g). Gene set enrichment analyses for KEGG pathways^60^ were performed using the WebGestalt^61^ web tool with 10,000 permutations and otherwise default parameters. Gene sets were built using the FindMarkers function in Seurat with test.use = ‘DESeq2’ and otherwise default parameters. Genes with adjusted *P* > 0.05 were discarded. The ShinyApp application was built using ShinyCell6 (v.2.1.0). Violin and bubble plots, gene expression heatmaps and expression UMAPs were generated using ShinyApp. Cell-type and pathway marker heatmaps were plotted with ComplexHeatmaps^62^ (v.2.14.0). The ggplot2 package (v.3.4.2) was used to create boxplots, pie charts and scatterplots. Volcano plots were generated with EnhancedVolcano (v.1.16.0). Cluster markers were identified using Wilcoxon rank-sum with the presto package (v.1.0.0) or the FindAllMarkers function in Seurat.

### Benchmarking against published in vivo embryo datasets

Our initial projection identified two large compartments, consistent with the high degree of variation within the integrated sample that could be explained by principal component 1 (12.6% of total variance by principal component 1 and 1.17% by principal component 2). Of note, the genes contributing to this stratification fit canonical regulators of pluripotent and extra-embryonic endodermal identity (*SOX2*, *POU5F1*, *APOE* and *SERPINE2*). We also performed UMAP reference mapping and label transfer to scRNA-seq data previously generated and described^14,15,28^, which captured human development from 5–11 days post-fertilization and a single sample at approximately 16–19 days post-fertilization, as well as cynomolgus monkey embryos from 11–14, 16 and 17 days post-fertilization, respectively. We first reconstructed these public data using Seurat with parameters as defined by previously published methods^36^. We maintained the reported cell-type assignments of each cell for reconstruction and performed RPCA integration to build a reference dataset with all 50 cell-type labels. To reduce the number of redundant labels, we aggregated similar cell types based on the original annotation and transcriptional similarity assessed through sequential unsupervised clustering (see Extended Data Fig 3e.), settling on 21 cell types (Extended Data Fig. 3d). Using this reduced annotation, we built a logistic regression-based classifier model using CellTypist (v.1.3.0) to transfer reference labels to the hEE cells using the ‘majority_voting’ and ‘best_match’ parameters. We then used the MapQuery function in Seurat to predict the position of hEE cells within the reference UMAP space. The ‘decision score’ in the heatmap of CellTypist scales each single-cell transcriptome and transforms it according to coefficients generated from the logistic regression-based model in CellTypist. Scores were averaged for each hEE cell type and row-scaled to highlight the degree to which they match every reference cell label. We also used the cosine function in the lsa package (v.0.73.3) to assess cosine similarity between hEE and reference cell-state transcriptomes, and ComplexHeatmaps9 (v.2.14.0) to create the associated heatmap. To this end, we used 1,931 of the top 2,000 highly variable genes used to cluster and characterize hEE scRNA-seq data (69 genes did not have a clear match to the cynomolgus data). Rows and columns were clustered in the heatmap using Euclidean distance. For more details on our assignments and analytical approach, see Supplementary Notes 1–4.

### Whole-genome bisulfite sequencing and analysis

Whole-genome bisulfite sequencing was conducted as previously described^24^. In brief, hEPS cell samples were snap frozen and SOX2^+^ and SOX17^+^ fractions of D4 hEEs were purified with FACS using a Sony SH800S Cell Sorter to a minimum of 10,000 cells for each fraction. Cells were then pelleted, snap frozen and subjected to DNA purification using a DNA lysis buffer comprising 10 mM Tris, 10 mM NaCl, 10 mM EDTA, 0.5% SDS and 300 mg ml^−1^ molecular biology grade proteinase K (Roche). After approximately 6 h of incubation at 55 °C, samples were purified via a phenol–chloroform-based phase separation, ethanol precipitation and sheared using a Covaris S220 Ultrasonicator to approximately 400 bp. Re-concentrated DNA was then bisulfite converted using the EZ-DNA methylation Gold Kit (Zymo Research) and synthesized into libraries using the xGen methylation sequencing DNA methylation kit using unique dual index adapters (IDT). Final libraries were amplified with ten PCR cycles and sequenced on a Nova-Seq 6000.

After sequencing, raw reads were subjected to adapter and quality trimming using cutadapt (version 2.4; parameters: --quality-cutoff 20 --overlap 5 --minimum-length 25; Illumina TruSeq adapter clipped from both reads), followed by trimming of 10 and 5 nucleotides from the 5′ and 3′ end of the first read and 15 and 5 nucleotides from the 5′ and 3′ end of the second read. The trimmed reads were aligned to the human hg19 reference genome using BSMAP (version 2.90; parameters: -v 0.1 -s 16 -q 20 -w 100 -S 1 -u -R). A sorted BAM file was obtained and indexed using SAMtools with the ‘sort’ and ‘index’ commands (version 1.10). Duplicates were removed using the ‘MarkDuplicates’ command from GATK (version 4.1.4.1) and default parameters. Methylation rates were called using mcall from the MOABS package (version 1.3.2; default parameters). All analyses were restricted to autosomes and only CpGs covered by at least 5 and at most 150 reads were considered for downstream analyses. hES cell and placental samples were from previously published data: hES cell samples are HUES8 and HUES64 from GSE126958 and the placental samples are CT1 and CT3 from GSE152104. All samples were filtered for a minimum of 10 and a maximum of 150 reads. Correlation between genome-wide CpG methylation levels were calculated using the R function ‘corr’ and visualized using the ComplexHeatmap package. For all other downstream analysis, replicates were averaged after having applied the coverage cut-off. CpG island annotation was downloaded from the UCSC Genome Browser and ‘placenta hyper-CpG islands’ were defined by having a minimum difference of 0.1 between the human placenta and the hES cell averaged sample. Violin plots of 1-kb tiles and CpG islands were calculated by first averaging across regions and then plotting the methylation distribution as a vioplot using the R package ‘vioplot’.

### Statistics and reproducibility

Statistical tests were performed on GraphPad Prism 9.3.1, 9.4.0 and 9.5.1 software. No statistical method was used to predetermine the sample size. Where appropriate, analysis of variance (one-way ANOVA), post-hoc Dunnett’s multiple comparison test or two-sided unpaired, *t*-test with Welch’s correction was applied. All the experiments were performed in at least three biological replicates unless specifically described in the Methods and the figure legends. Figure legends indicate the number of structures and independent experiments performed for each analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06354-4.

### Supplementary information

Supplementary Note 1 Comparing hEE states to an integrated reference of primate implantation and early gastrulation. Detailed description of single cell RNA sequencing assignments and analytical approach.

Reporting Summary

Supplementary Note 2 Metadata of human extra-embryoids single cell RNA sequencing. Table showing cell type, time point and cell cycle.

Supplementary Note 3 Metadata of integrated reference of three studies of primate development. Table showing datasets that include human and Cynomolgus monkey embryos from Tyser et al. 2021, Xiang et al. 2020, and Ma et al. 2019.

Supplementary Note 4 CellTypist decision scores between human extra-embryoid cells and in vivo reference states of three studies of primate development. Tables show the scores which indicates the similarity level to each respective reference label.

Supplementary Table 1 Cell number and proliferative rates of human extra embryoids and primate embryos. Table details the cell number increase over the course of human extra embryoid development in comparison to primate embryos as reported previously.

Supplementary Table 2 Lineage efficiency of human extra embryoids generated from different genetic background hPSC lines. Table details efficiency per feature as observed in distinct genetic background hPSC lines.

Supplementary Table 3 Cell type annotations from Ma, Tyser, and Xiang datasets. Table defines cell type annotations from reference single cell RNA sequencing datasets.

Supplementary Table 4 Feature comparison between human extra embryoids and embryoid bodies. Table details features observed in human extra embryoids in this study versus embryoid bodies as reported previously.

Supplementary Table 5 List of antibodies used in this study.

### Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

## Data Availability

The scRNA-seq data for hEEs generated in this study have been deposited in the Gene Expression Omnibus database under the accession code GSE208195. Published human gastrula in vivo, human post-implantation embryos in vitro and cynomolgus monkey in vitro embryo datasets used in this study were obtained from refs. ^14,15,28^ under accession numbers E-MTAB-9388, GSE136447 and GSE130114, respectively. For whole-genome bisulfite sequencing data, previously published hES cell samples were obtained from GSE126958 and the placental samples were obtained from GSE152104. All other data are available on request. Source data are provided with this paper.

# Supplementary material for: Self-patterning of human stem cells into post-implantation lineages
**Source:** Nature. 2023 Jun 27;622(7983):574–83. doi: 10.1038/s41586-023-06354-4
**Supplement:** Supplementary file 1 — Comparing hEE states to an integrated reference of primate implantation and early gastrulation. Detailed description of single cell RNA sequencing assignments and analytical approach.

Supplementary Note 1 – Pedroza et al. 2023

**Comparing hEE states to an integrated reference of primate implantation and early gastrulation**

Comparing *in vitro* stem cell-based models of human embryogenesis to native development is challenged by the limited number of reference data sets, which to date frequently include only one or several samples and only investigate limited snapshots. To perform our comparisons, we aggregated single-cell RNA-seq datasets for human and Cynomolgus monkey embryos from Tyser et al. 2021, Xiang et al. 2020, and Ma et al. 2019, which span from late preimplantation and early gastrulation. We included the Cynomolgus data set as pure investigation of human reference points led to a large gap between the period of early implantation (Xiang et al.) to the single Carnegie Stage (CS) 7 stage human gastrulating embryo sampled as part of Tyser et al.

These data were integrated using the Seurat package (v.4.1.1) and the RPCA method. Collectively, this integrated reference was composed of 2,847 cells (Tyser: 1,119 cells, 5-185 cells over 19 States); Xiang: 499, 11-90 cells over 15 states; Ma: 1,229, 14-404 cells over 16 states). Cumulatively, this led to a total of 50 cell states as previously reported in their original publications and integrated as part of Rostovskaya et al., 2022 **(Extended Data Figure 3D)**. The large number of states show a substantial dynamic range in the number of cells that define them, from 5 cells in hsPGC from Tyser et al., to 404 cells in cyEXMC state in Ma et al. Initial efforts to train logistic-regression based models to discriminate across so many states led to ambiguous scoring, particularly given the variable number of cells within these states, their different sequencing technologies, and their often biologically expected transcriptional similarities (for example, between Amniotic and Non-Neural Ectoderm, the clear definitions of which are still being refined).

To circumvent the limitation in current reference data, we elected to merge closely related states according to their transcriptional similarities as well as by their developmental timing and origin. To identify relationships between these original annotations, we performed standard preprocessing steps on our integrated object using the first 30 principal components to compute a nearest neighbor graph, followed by clustering at resolution parameters ranging from 0.2-2 in steps of 0.2 (see GitHub). This approach allowed us to detect cell states that were consistently clustered together at different resolutions, such as human and cynomolgus monkey syncytiotrophoblast (STB) states, hemogenic and myeloid progenitors, as well as certain amniotic and non-neural ectoderm states (AME and NNE). We therefore merged these independent reference states into “STB,” “Blood” and “AME/NNE”. Conversely, we identified states that were frequently convoluted in the clustering, such as Primitive Endoderm (PrE), which was split evenly between a cluster containing Hypoblast and Yolk Sac Endoderm and another containing Definitive Endoderm. This was expected given the transcriptional similarity between definitive and primitive endoderm states. Therefore, we opted to keep PrE, hypoblast, and Definitive Endoderm states separate as independent annotations for use in reference label transfer.

Using this new annotation, we utilized CellTypist (v.1.3.0, Dominguez Conde, C. *et al. Science* 2022) to classify the cells in the hEE single-cell dataset using the following parameters. First, we filtered cells to those expressing at least 200 genes, and removed genes expressed in < 3 cells. Given the technical discrepancies between the reference and query (86,838 genes for 2847 cells in the integrated reference, 24,221 genes for 18,042 cells in the hEE data), we opted to utilize only the 2,000 most highly variable genes from the hEE dataset to train the logistic regression model. Of these, 1907 genes were present in the filtered reference, with the remainders representing unannotated or long-coding RNA genes. We trained the model using our reported annotation and default parameters for CellTypist’s “train” function, then performed label transfer with the “annotate” function using “best match” and “majority voting”. The results of the label transfer are reported in Extended Data Figure 3E. Overall, confidence scores for the assignment were low, consistent with the technical discrepancies between reference and data, and the very low number of available cells for a training reference (CellTypist included models trained on > 50,000 cells). However, CellTypist confidence scores represent the linear combination of genes and model informed coefficients, and our Extended Data Figure 3E confirms that these scores are substantially higher for the best matched assignments between hEE and the reference, to all other possible states. Specifically, majority assignment correctly identified the hEE Epiblast cells as “PostEPI”, AME cells as “AME/NNE”, Mesoderm-like cells as “Emergent Mesoderm”, and Hypoblast and AVE-like cells as primarily “PrE,” with some additional similarity to “Hypoblast” (**Extended Data Figure 3E**). These labels are thus concordant with our original annotations and further confirm the similarity between in vitro derived hEE states and those that emerge during early primate implantation and gastrulation.

How the deposited data were processed for this re-analysis (not part of the article)

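The authors deposited, for each of the 2 libraries of single-cell RNA sequencing, a table of UMI counts for 36601 genes in the cells that Cell Ranger had called. The counts had not been normalized and no cell had been removed. Everything in the added text was computed from these tables. The 7 bisulfite libraries were not analysed here, and neither were the images or the projection onto primate embryo references. The authors' table of cell classes was used only for the 1562 cells of D4 for which it is given in the text, so classes were rebuilt by clustering.

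Cells were kept with at most 10% mitochondrial UMIs and between 3430 and 27500 UMIs, as in the paper. At D4, 815 cells had more mitochondrial UMIs than that, 701 had too many UMIs and 1015 too few; at D6 the numbers were 678, 367 and 998. A total of 739 and 657 cells failed more than 1 filter. Kept cells numbered 19248, or 85.8% of 22426, and had medians of 3891 genes at D4 and 3959 at D6. A gene was used for clustering when at least 3 kept cells had a UMI of it, which left 26331 genes. Scrublet called 279 kept cells of D4 (3.05%) and 412 of D6 (4.08%) doublets, and these were left out in 1 alternative only.

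Clustering was run in R 4.3.3 with Seurat 5.3.0 and SeuratObject 5.2.0, where the paper used earlier versions. Variable genes and RPCA integration followed the paper's description, except that the named genes were not among the variable genes. With integration, the S and G2M scores were regressed only after it, where the paper describes the regression before integration too. The 30 principal components were chosen here, as the paper states no number for the hEE data. Compartments were found by clustering at resolution 0.1, where the paper transferred labels from an embryo reference. This gave 25 clusters. A cluster took the name of an embryonic or hypoblast class other than the base class of its compartment when the mean log2 ratio of that class's markers over the rest of the compartment was at least 0.9, and otherwise the name of the base class when the mean over all other cells was at least 0.25. It needed at least 30 cells, 3 detected markers, and no more markers of another class among its 10 leading genes. A cluster in which markers of both lineages stood at 0.2 or more of their highest level was called mixed. This naming rule replaced a first one after the clusters of a first run had been seen. That run used the processor's own kernel of the OpenBLAS library, and its clusters were not the same as those of other kernels, which round differently. Each kernel gives the same clusters on every run. The Haswell kernel was fixed for the values given before its clusters were seen, without a change to the naming rule, and the Sandybridge and Nehalem kernels were added as alternatives.

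Levels were computed in Python with numpy, pandas and scipy, and Scrublet was run in scanpy 1.11.5. A log2 ratio between 2 classes has an exact conditional binomial interval. With no UMI in a class, the level was bounded by 3 counts. For a list of genes, members with at least 10 UMIs over both classes entered the median, with 0.5 counts added, and the median was placed among 10000 random lists drawn from 20 bins of mean expression. The named genes are those that the text and Figs. 2b, 3b, 3d and 4f name. With them are lists of trophoblast, endoderm, signalling and germ cell genes written before the data were examined. Also named were 5 leading genes per class, taken from genes at 100 CPM or more in it. The 5 compared genes that rose and fell most from D4 to D6 in PI-Epi-like and hypoblast-like cells were named too. The alternatives changed the genes used for clustering, the resolution, integration, the cell filter, doublets, the cell cycle regression, the measure of level, the source of classes, the filter on list members, depth and the order of cells. A leading gene of 1 cluster is not reported here. Trajectory software was not used, and cells were ordered by their first principal component.

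The ratio and list steps were checked on Poisson counts per class, simulated from the libraries' own summed levels. Single cells, their spread, clustering and naming were not simulated, so the check covers counting error only. Of 200 genes whose level was changed, 98.0%, 96.0% and 95.5% were recovered in 3 comparisons of classes, and 4.67%, 4.33% and 4.42% of unchanged genes had an interval that missed 0.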

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

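For this part, the tests of lineage markers in the D4 cluster and of make-up as part of the cause for *GDF3* were chosen only after the result was seen.

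A cluster of 44 cells, 0.481% of the cells of D4 and none of D6, was led by *S100A6*, *COL1A2*, *PRRX1* and *INHBA*, and it stood out because no conclusion of the paper covers such cells. With 0 cells at D6, up to 0.0297% of that library could be of this kind. Damaged or shallow hEE cells could not be excluded. The PI-Epi-like and hypoblast-like markers stood at medians of 0.0815 and 0.357 of their levels in the embryonic and hypoblast lineages of D4, which sum to 0.439, but the sum was only 0.579 in a shallow embryonic cluster too. RNA of the mouse feeder cells counted on human genes could not be excluded. The 20 lncRNA genes most abundant in PI-Epi-like cells of D4 had a median log2 ratio of −1.75 in the cluster, against 0.13 in the same shallow cluster, and human cells of another type might lose these RNAs too. These explanations cannot be told apart here, because reads were not mapped to the mouse genome and 44 cells are few. No biological explanation was tested.

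*GDF3* rose in hypoblast-like cells by a log2 ratio of 4.25, from 12.1 to 230.2 CPM, and it stood out as one of the largest changes in genes that the paper's conclusions on this class leave aside. Free RNA from the other classes and clusters compared at D6 was excluded, as none of them had a higher level. The next was the unnamed cluster led by *NPPB*, at 163. The clusters with markers of both lineages, and a cluster of 16 cells, were not compared. A different make-up of the class at D6 was excluded as the whole cause, because the median log2 ratio over its 7 clusters was 3.35, with a range from 1.82 to 3.80. It was part of the cause, as the ratio over the whole class lay 0.45 above that of the highest cluster. The time point and the library are the same split, so no biological explanation of the rise within clusters was tested.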

How the results depend on the processing

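Every alternative was chosen before the data were examined, except the naming threshold of 0.8, the first naming rule, the Sandybridge and Nehalem arithmetic, the order with as many PI-Epi-like cells, and all alternatives for genes that rose or fell from D4 to D6, which were chosen only after the result was seen. No paired analysis was possible because each day has 1 library and no unit is shared between D4 and D6. A result counts as reversed only where it was itself apart from 0, by its 95% interval or, for a list, by lying outside 95% of random lists, and the alternative gave the opposite sign. It stayed the same where the alternative's value lay within that interval or, for a list, within the spread of random lists around its median, or, for a number of genes, within 1.5 times. All else moved, so a result near 0 can change sign and count as moved. Over all families, 249 gene ratios gave 2184 comparisons, of which 1859 stayed the same, 316 moved and 9 reversed. Of 95 for class shares, 29 moved, 11 of them with a change of sign, and 3 reversed. Of 216 for gene lists, 20 moved, 2 of them with a change of sign, and none reversed. The order of cells gave 18, of which 1 moved and 1 reversed. Of 200 for genes that rose or fell, 60 moved. Of 68 for shares of cells with a UMI, 56 moved. In each case the cause was not tested.

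The log2 ratio of the PI-Epi-like share, 0.06, became 0.18 with the reported genes among the variable genes, −0.022 at resolution 0.5, 0.25 at resolution 2.0, 0.24 without integration and 0.21 without the cell cycle regression. For PI-Epi.L-like cells, 5.71 became 3.61 without that regression. For amnion-like cells, 2.68 became 2.16 with the reported genes, 1.69 at resolution 0.5 and 2.28 with the looser filter. For primitive streak-like cells, 0.10 became 0.86 at resolution 2.0, 0.93 with doublets left out, 0.53 with the Nehalem arithmetic and −1.19 under the first naming rule. For mesoderm-like cells, 3.54 turned to −0.68 without integration.

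For hypoblast-like cells, 0.01 became −0.081 with the reported genes, −0.83 at resolution 0.5, −0.071 at resolution 2.0, −0.37 without integration, −0.12 with the looser filter, −0.066 with doublets left out, −0.29 without the regression, −0.21 with the Sandybridge arithmetic, −0.077 with the Nehalem arithmetic and 0.25 under the first naming rule. For AVE-like cells, −1.17 became −2.28 with the reported genes, 1.38 at resolution 0.5, −0.34 at resolution 2.0, 0.23 without integration, −1.70 with the looser filter, −2.05 with doublets left out and −1.58 with the Sandybridge arithmetic. The looser filter moved the hypoblast lineage from −0.37 to −0.27. At a naming threshold of 0.8 all 9 class shares stayed the same, and under each of the 2 other kernels 7 did. Both kernels turned the sign of the hypoblast-like ratio, whose interval included 0.

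*HES1* in primitive streak-like over PI-Epi-like cells of D6 turned from 0.41 to −0.014 without integration and −0.0095 without the regression. In amnion-like over PI-Epi-like cells, *FASN* of D6 turned from −0.31 to 0.17 at resolution 2.0 and 0.14 without integration, and the authors' own labels, with 4 amnion cells, turned *MVD* of D4 from −0.71 to 0.35 [−1.93, 1.90]. In the hypoblast over the embryonic lineage of D4, *INHBA* turned from −3.27 to 2.53 without integration and *ID3* from −0.05 to 0.012 with the looser filter. *BMP4* in mesoderm-like over amnion-like cells of D6 turned from 2.07 to −0.13 at resolution 2.0 and −0.23 without integration. *TBXT* in the last over the first bin of the order turned from 3.60 to −0.69 with as many PI-Epi-like cells.

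The median of the late-stage amnion list at D4, 1.00, became 0.32 at resolution 0.5 and 0.53 with the Nehalem arithmetic. At D6 it went from 2.17 to 2.56 with the reported genes, 1.65 at resolution 0.5, 2.86 at resolution 2.0, 3.42 without integration and 1.79 without the regression. The early-stage list at D4 went from −0.65 to −0.18 at resolution 0.5, and at D6 from −0.42 to −0.77 at resolution 2.0 and −0.85 without integration. The looser filter moved the extra-embryonic endoderm list at D4 from 3.50 to 3.05. The definitive endoderm list at D4, 3.79, became 3.19 without integration and 3.40 with the looser filter. The trophoblast list in amnion-like cells at D6 went from 1.46 to 2.31 at resolution 2.0, 2.51 without integration and 0.64 with every gene that had a UMI.

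Some results had no value under an alternative, 73 in all. Amnion-like cells had none at D4 at resolution 2.0 or without integration, where their 890 cells of D6 fell to 93 and 91. PI-Epi.L-like and primitive streak-like cells had none at D4 without integration. Depth limits the shares of cells with a UMI, 42 of 44 of which moved on thinning, and it limits low genes of small classes such as *ISL1* and *GABRP* in amnion-like cells of D4, which rest on 1 UMI each, and *TBXT*, *WNT3A* and *CDX1* in primitive streak-like cells of D4.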

Differences from the paper's values

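The mean number of UMIs per cell over both libraries was 13468, where the paper gives 30000 transcripts per cell. With the looser filter it was 14318 and with doublets left out 13310, and both still differ. The files give UMIs and no number of reads. The paper's 300000000 read pairs, a lower limit, are not said to be for each library or for both; over the cells in the files they make 27415 reads per cell at D4 and 26126 at D6 if for each, and 13377 if for both, against the 13468 UMIs. Read pairs for each library would therefore lie within 1.5 times of 30000. The other values of the paper that were compared lay within 1.5 times of those here, in the main setting and in the alternatives run for them. Among them, principal component 1 took 8.85% of the variance, or 12.3% without the cell cycle regression, where the paper gives 12.6%, and primitive streak-like and mesoderm-like cells together numbered 409 (537 at resolution 2.0), where the paper gives 387. The paper's second round of quality control was not repeated, so its final number of cells was not compared.

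In the main setting *BMP4* was highest in mesoderm-like and not in amnion-like cells among the epiblast-derived classes. Amnion-like cells were higher than mesoderm-like cells of D6 only at resolution 2.0 and without integration. There the amnion-like class of D6 fell from 890 to 93 and 91 cells, and its late-stage amnion median rose from 2.17 to 2.86 and 3.42. The difference from the paper therefore depends on how the classes were drawn. *BMP2* was also highest in mesoderm-like cells among the named classes of D6, above the hypoblast lineage, and *BMPR1A* was lower in mesoderm-like than in other embryonic cells. In the hypoblast lineage *BMP4* was detected and was higher than in the embryonic lineage.

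The states named amnion-like and primitive streak-like were found at D4, but the primitive streak-like cells of D4 held 2 UMIs of *TBXT*, both in 1 cell, and 1 UMI each of *WNT3A* and *CDX1*, and *ISL1* had 1 in the amnion-like cells. *PDGFRA* separated the lineages at D6 more than at D4. In *SOX17*-positive cells the definitive endoderm list had a higher median than the extra-embryonic endoderm list at D4, 3.79 against 3.50, and only without integration was the ranking on that day the opposite. At D6 the extra-embryonic endoderm list was higher, 4.52 against 3.41, and its summed level was higher on both days, at 9399 against 1576 CPM and 25666 against 1630.2. Both lists were written here and are not those of the paper's figure. The definitive endoderm list shares *CER1* and *HHEX* with the markers of AVE-like cells, which are counted in the hypoblast lineage. Its higher median at D4 therefore does not show definitive endoderm. At D6 there were fewer cells of the hypoblast lineage than of the embryonic lineage in the library, which need not hold for whole hEEs, as recovery of the lineages may differ.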

Other observations

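In this part, the tests of doublets in the mixed clusters, of primitive streak-like markers in the D4 cells, of *ISL1* in PI-Epi-like cells and of *NTS* across classes were chosen only after the result was seen.

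The 2 clusters with markers of both lineages held 861 cells, of which Scrublet called 63.6% doublets, against 0.778% of the other kept cells. The clusters had median depths of 1.55 and 1.66 times the library medians, the highest of all clusters. That such a droplet may hold 2 cells cannot be told apart from 1 cell with both programmes, because Scrublet would call either a doublet and a large cell is also deep.

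The mitochondrial share of UMIs was lower at D6 than at D4. In PI-Epi-like cells it went from 3.91% to 2.89%, a log2 ratio of −0.43, and in hypoblast-like cells from 3.70% to 2.22%, a log2 ratio of −0.74. A library-wide difference in preparation or damage could lower both alike. The changes of these 2 classes were 0.303 apart, but the clusters within them spread more widely, from −0.70 to −0.26 in PI-Epi-like and from −1.22 to −0.64 in hypoblast-like cells. The explanation cannot be told apart from a change with time, because the day and the library are the same split. No biological explanation was tested.

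Integration could have placed PI-Epi-like cells of D4 among the primitive streak-like cells of D6, which might leave *TBXT* with 2 UMIs in 1 cell. Against this as the whole cause, the 4 other measured markers of the class, which were left out of the clustering, were all higher in its D4 cells than in PI-Epi-like cells, with a median log2 ratio of 2.12. For it, 0 cells of D4 and 262 of D6 were named primitive streak-like without integration. Misplacement of part of the cells cannot be told apart from a state of D4 with little *TBXT*, because the D4 cells of the class are few. The time point remains an untested explanation.

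Free RNA was excluded as a possible explanation of *ISL1* in hypoblast-like cells of D4, since PI-Epi-like cells of the same library had a UMI of it in 0.123% of cells after thinning, against 9.55%. Doublets were excluded as a possible explanation of *BMP4* in mesoderm-like cells of D6, because the log2 ratio over amnion-like cells was 2.02 with them left out. No biological explanation was tested for either.

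*NTS* rose from D4 to D6 in all 7 hypoblast-like clusters, by log2 ratios from 1.74 to 3.47 with a median of 2.37, while in PI-Epi-like cells it changed by −1.41, from 214 to 80.5 CPM. A few genes taking most of the counts was excluded as an explanation, as the median log2 ratio over 1797 genes of hypoblast-like cells was −0.023. Free RNA from other cells at D6 was excluded, because PI-Epi.L-like cells, in the same library, had 10.7 CPM, against 240.1 in hypoblast-like cells. Primitive streak-like cells had 462.8 CPM and mesoderm-like cells 390.2. The time point is confounded with the library, and no biological explanation was tested.

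A list of 6 primordial germ cell genes had a median log2 ratio in amnion-like over PI-Epi-like cells of 0.45 at D4, with 3 higher and 3 lower, and of 1.22 at D6, with 5 higher and 1 lower. *XIST* had 6 UMIs in the embryonic lineage at D4. At D6 the 55 signalling genes had a median log2 ratio of 0.65 in the hypoblast lineage over the embryonic lineage, with 38 higher and 17 lower.

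Of the 1657 genes compared within PI-Epi-like cells, *HIST1H1D* and *HIST1H1B* rose most from D4 to D6, each by a log2 ratio of 0.90. Next were *DDIT4*, by 0.87, *EGR1*, by 0.80, and *SKIL*, by 0.62. Genes outside this set were not ranked. Besides *NTS*, the compared genes that fell most were *TAGLN* (−2.48), *GAL* (−1.26), *VIM* (−1.06) and *CNTNAP2* (−0.998). Of the 1797 genes compared within hypoblast-like cells, *APOA4* rose by 4.57, *GPX2* by 3.63, *FOXQ1* by 3.56 and *GRP* by 3.14. There, *LEFTY2* changed by −4.16, *GAL* by −1.61, *SHISAL2B* by −1.55, *MT-CO3* by −1.45 and *CTSC* by −1.31.

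Leading genes were ranked only among genes at 100 CPM or more in the class, so less abundant genes can have larger ratios. The leading genes of PI-Epi-like cells over the rest of their compartment were *SFRP2* (1.08), *HMGCS1* (0.88) and *EDNRB* (0.86). Those of hypoblast-like cells were *LCN15* (1.79), *GDF3* (1.71) and *RSPO3* (1.71). Amnion-like cells were led by *TFAP2A* (3.97), *PCAT14* (3.07) and *CLDN10* (2.02), and primitive streak-like cells by *AC131094.1* (4.86), *SERPINB9* (3.09) and *LINC01356* (2.97). Mesoderm-like cells, whose cluster fell in the hypoblast compartment, were compared with the embryonic compartment. They were led by *GYPE* (11.85), *RIPPLY1* (11.37) and *GYPB* (11.08).

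Of the 44 cells of D4 that the authors labelled primitive streak-like, 32 were in the primitive streak-like class and 11 in the PI-Epi-like class, and they held 1 UMI of *TBXT*. Of their 234 PI-Epi.L cells, 145 were in the unnamed embryonic cluster with *TAGLN*, 69 in the PI-Epi-like class and 3 in the PI-Epi.L-like class. Of their 1277 PI-Epi cells, 1224 were in the PI-Epi-like class and 39 in the amnion-like class, which held 2 of their 4 amnion cells.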
